# Comparative miRNAome analysis revealed different miRNA expression profiles in bovine sera and exosomes

**DOI:** 10.1186/s12864-016-2962-1

**Published:** 2016-08-12

**Authors:** Ke Zhao, Guanxiang Liang, Xu Sun, Le Luo Guan

## Abstract

**Background:**

Extra-cellular components, such as serum and exosome, have drawn great attention as a readily accessible source of biomarkers for mammalian health. However, the contribution of different blood components to the signature of respective microRNAs (miRNAs) remains unknown, especially in cattle. In this study we aimed to investigate the miRNAs from bovine sera and exosomes, and to provide insights into their future applications.

**Results:**

Blood collected from four healthy dairy cows were used for this study. The serum and exosomal RNAs were extracted using two commonly used commercial kits (Norgen and Invitrogen total RNA isolation kit), respectively. The miRNA profiles were then generated using RNA-seq. Sera had higher complexity of miRNAome consisting of 328 ± 17 miRNAs, while less number of miRNAs (260 ± 15, *P* = 0.001) was detected in exosomes. The profile of total detected miRNAs in sera and exosomes was different, while exosomes represented about 78 % of total miRNAs expressed in sera, suggesting that exosomes are the major miRNAs carriers in bovine sera. A total of 24 and 3 miRNAs (RPM > 5) were exclusively expressed in sera and exosomes, respectively. In addition, 12 miRNAs were differentially expressed between sera and exosomes (FDR < 0.05), with the expression of four of them being further validated by stem-loop RT-qPCR. Moreover, functional analysis showed that uniquely and highly expressed miRNAs in sera were mainly related to diseases and disorders, while the predicted functions of those in exosomes were enriched in tissue development and lipid metabolism.

**Conclusion:**

Our results provide evidence that bovine sera and exosomes miRNAomes are different with regarding to the miRNA numbers, types and expressions. Based on their distinct profiles, miRNAs from sera and exosomes may reflect different aspects of physiological and pathological conditions in cattle. The functional analysis suggest that sera may be preferable for the purpose of detecting inflammation in cattle, while exosomes may be a better choice for monitoring the status of muscle development and lipid metabolism.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2962-1) contains supplementary material, which is available to authorized users.

## Background

As an important source of high quality protein for human consumption, cattle are considered to be one of the most important domestic animals. At present, intensive production systems have aggravated the health issues in cattle, such as mastitis [1], acidosis [2, 3], metritis [4], as well as welfare issues which have been leading to increasing foodborne and zoonotic risks to humans and economic losses for the industry. Due to the lack of validated early diagnosis procedures, most diseases and disorders are usually diagnosed at an advanced stage, and treatments for these pathologies are often expensive and ineffective. Therefore, there is an urgent need to identify reliable methods to diagnose the health status of cattle, which can then be used for early detection and monitoring disease progression.

Accumulating evidences suggest that expression patterns of microRNAs (miRNAs) in biofluids represent the *in vivo* status of many physiological changes and diseases [5–7], revealing that they can be served as diagnostic markers for multiple human diseases including cancers [8–11]. Blood is a non-invasive and the easiest obtained biofluid, and miRNAs in blood hold great promise to discover biomarkers for a wide range of diseases and biological processes [12–15]. Whole blood was the most frequently used biofluid in detecting miRNAs, but the outcomes could be biased due to the complexity of various cell types and components [16, 17]. Recently, the miRNAs in body fluids, such as plasma, serum, urine, saliva and sputum [18–20] have been used as informative biomarkers to assess and monitor the body’s physiological and pathological status due to their stability even under extreme conditions in human [21, 22]. In addition, it has been shown that the circulating miRNAs from plasma and serum could serve as potential biomarkers for livestock health and disease, such as miR- 26a for cattle early pregnancy [23], miR-19a and miR-19b for cattle heat stress [24], miR-29c and miR-375 for chicken puberty onset [25], and miR-122 for pig cardiogenic shock [26].

These free circulating miRNAs can be protected from nucleases by various types of carriers [27], such as exosomes. Exosomes are the most studied carriers, which are small (30–90 nm) and derived from the multivesicular body-sorting pathway [28–30]. Recent researches have proposed to use exosomal miRNAs for diagnositic markers in human diseases [31], since the miRNAs in exosomes have specific function and higher variability than blood cells [16]. In addition, the quantity of miRNAs in exosomes exhibited more difference between healthy individuals and cancer patients than that in sera [27]. However, the exosomal miRNA profiling needs extra steps in RNA extraction and which miRNAs (sera vs. exosomes) are more representative for physiological and health changes in cattle have not been defined.

The next-generation sequencing has made it possible to obtain highly detailed information of miRNAs on the types and abundance from various biomaterials [32]. However, consensus has not been reached with regard to the sample types used for isolation of total RNA (such as sera or exosomes), especially in cattle. To date, there is little information on miRNAomes in bovine sera and exosomes, which could be potential diagnostic biomarkers relating to cattle health. Therefore, the aim of the current study was to compare the bovine miRNAomes of sera and exosomes, and to provide insights into their future applications.

## Results

### MiRNA profiles of sera and exosomes

An average of 9.25 ± 1.44 and 15.70 ± 12.43 ng small RNAs were obtained from sera and exosomes (Table 1), respectively. RNA sequencing resulted in 29,692,695 reads for sera and 6,581,761 reads for exosomes, respectively. After quality and length filter, 22,745,381 reads (76.6 %) in sera and 3,960,646 reads (60.2 %) in exosomes were used for further analysis (Additional file 1: Table S1). 

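From each of 4 healthy lactating cows, 1 small RNA library was made from serum and 1 from exosomes isolated from the same serum. The comparison is therefore of 4 sera libraries with 4 exosome libraries. The serum volume and the RNA extraction kit also differed between the 2 sample types (Table 1), so the sample type cannot be told apart from the extraction. The authors aligned the trimmed reads to the bovine miRNAs of miRBase with sRNAbench, each library separately, and deposited a value in RPM for each miRNA of each library. The values of each library added up to between 999998 and 1000002, so a value is a share of the miRNA reads and not of all sequenced reads. The files listed 534 miRNAs, of which 445 had reads in at least 1 library and 89 had none. The number of reads behind each value was recovered from the smallest step between the values of a library, and 100% of the values came out as whole numbers of reads. The sera libraries held 267178, 590162, 264769 and 445845 miRNA reads for cows 1 to 4, with a median of 356512. The exosome libraries held 60682, 128252, 102439 and 157710 miRNA reads, with a median of 115346, so the median depth was 3.09 times higher in sera. A single read was worth 1.69 to 3.78 RPM in sera and 6.34 to 16.5 RPM in exosomes, and a miRNA with 1 read in any library was therefore above 1 RPM. The smallest share that the depth can show, 3 reads, was 5.08 to 11.3 RPM in sera and 19.0 to 49.4 RPM in exosomes. Reads copied by PCR are not independent molecules, so the floors given here cover counting error only. From the read numbers of Table S1, 23.3% of the pooled sera sequences and 39.7% of the pooled exosome sequences failed the length filter. The percentage was higher in exosomes in 4 of 4 cows (exact permutation test, two-sided p = 0.0286; exact sign-flip test within cows, p = 0.125, the smallest that 4 pairs allow).
The pairing of the libraries by cow was taken from the labels and from the paper, and was checked on the values. Over 128 miRNAs with at least 10 reads in every library, the deviations of log2(RPM + 1) from the mean of the sample type were compared between sera and exosomes. Across these miRNAs, which are not independent replicates, the mean r was 0.806 for the same cow (range 0.740 to 0.860) and -0.244 for different cows. The main results are without the cow as a block, and tests within cows or with the cow as a replicate block are given beside them where they were run. With 4 cows, the FDR of a fit with the block rests mostly on variance pooled over miRNAs. It does not measure the spread of 1 miRNA between cows. The paper's text names no sequencing batch other than the pool of all libraries.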

In exosomes, higher proportion of reads failed the size trimming compared to sera (39.9 % vs. 23.8 %). After mapping to bovine genome (Baylor Btau 4.6.1), the proportion of annotated miRNAs was 6.9 % in sera, and 11.3 % in exosomes (Fig. 1a). 

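The miRNA reads recovered from the files were 6.89% of the pooled sera sequences in analysis and 11.3% of the pooled exosome sequences (sequence numbers from Table S1). Per library, the percentage was 5.98, 10.3, 5.31 and 5.91 in the sera of cows 1 to 4 and 8.04, 11.3, 8.99 and 16.9 in their exosomes. The means were 6.87% ± 2.29 (SD, n = 4) in sera and 11.3% ± 3.99 (SD, n = 4) in exosomes. The difference of -4.45 percentage points was not past 0.05 by an exact permutation test (two-sided p = 0.0857). The exosome library had the higher percentage in 4 of 4 cows, for which the exact sign-flip test within cows gave p = 0.125, the smallest that 4 pairs allow. With the total sequences before filtering as the denominator, the difference was -1.71 percentage points (exact permutation test, p = 0.314), with the higher value in exosomes in 3 of 4 cows (exact sign-flip test, p = 0.375).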

And the reads mapped to tRNA, rRNA snoRNA and snRNA were low (< 1 %) (Fig. 1a) from both sera and exosomes with large proportion reads unidentified. Size distribution of the reads between 19 and 40 nt revealed 2 peaks at 19–25 nt and 30–33 nt for both sample types (Fig. 1b).

**Table 1:** RNA extraction from bovine sera and exosomes

Item	Kits	Serum (μL)	Elution (μL)	Total small RNA ± SD (ng)
Sera	Total RNA Purification Kit (Norgen, Thorold, CA)	200	50	9.25 ± 1.44
Exosomes	Total RNA Isolation Reagent and Total Exosome RNA and Protein Isolation Kit (Invitrogen, Carlsbad, USA)	800	50	15.70 ± 12.43

**Fig. 1:**
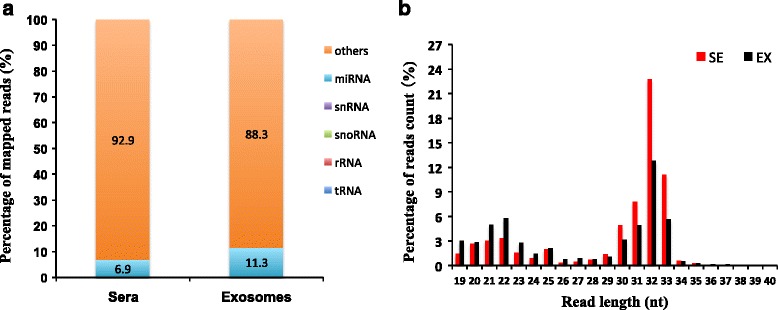
Profiling of small RNAs in cattle sera and exosomes samples. **a** The relative abundance of different classes of small RNAs. **b** Size and frequency distribution of detected small RNAs (19-40 nt). *SE* Sera, *EX* Exosomes

### Complexity and specificity of sera and exosomes miRNAomes

The miRNAs that were detected in at least two cattle with more than 1 reads per million total mapped reads (RPM) in sera or exosomes were considered as expressed miRNAs. Sera had higher number of miRNAs (328 ± 17) expressed, while significantly less miRNAs (260 ± 15, *P* = 0.001) were expressed in exosomes (Fig. 2a). 

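By the rule of more than 1 RPM in at least 2 cattle of either sample type, 365 miRNAs were expressed. The libraries of cows 1 to 4 contained 305, 343, 329 and 338 of these miRNAs in sera and 252, 261, 272 and 292 in exosomes. The means were 329 ± 16.9 (SD, n = 4) in sera and 269 ± 17.2 (SD, n = 4) in exosomes. The difference of 59.5 miRNAs was larger than the spread between cattle, and every sera library was above every exosome library (exact permutation test over 70 assignments, two-sided p = 0.0286, the smallest these libraries allow). Within cows the difference ranged from 46 to 82 miRNAs, with an exact sign-flip p of 0.125, the smallest that 4 pairs allow. When only the miRNAs expressed in the library's own sample type were counted, a choice made after seeing the values, the means were 328 ± 16.8 and 260 ± 14.6 (SD, n = 4).
The number of miRNAs above 1 RPM rises with the number of reads, because 1 read was enough to pass in every library. Each library was therefore also drawn down at random to the 60682 reads of the smallest library, 100 times. At this depth the means were 245.5 ± 7.84 miRNAs in sera and 239.6 ± 7.84 in exosomes (SD, n = 4), a difference of 5.91 miRNAs (exact permutation test, p = 0.4). The number was higher in sera in 3 of 4 cows (exact sign-flip test, p = 0.25). With RPM computed over the sequences in analysis in place of the miRNA reads, the difference moved most, to -6.5 miRNAs (exact permutation test, p = 0.629). On that scale more than 1 RPM needed 5 to 8 reads in sera and 1 or 2 in exosomes, so the unequal limit favours the exosomes. From the numbers at the sequenced depths, the paper concludes that the miRNAome of sera was more complex than that of exosomes.

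**Figure D1:**
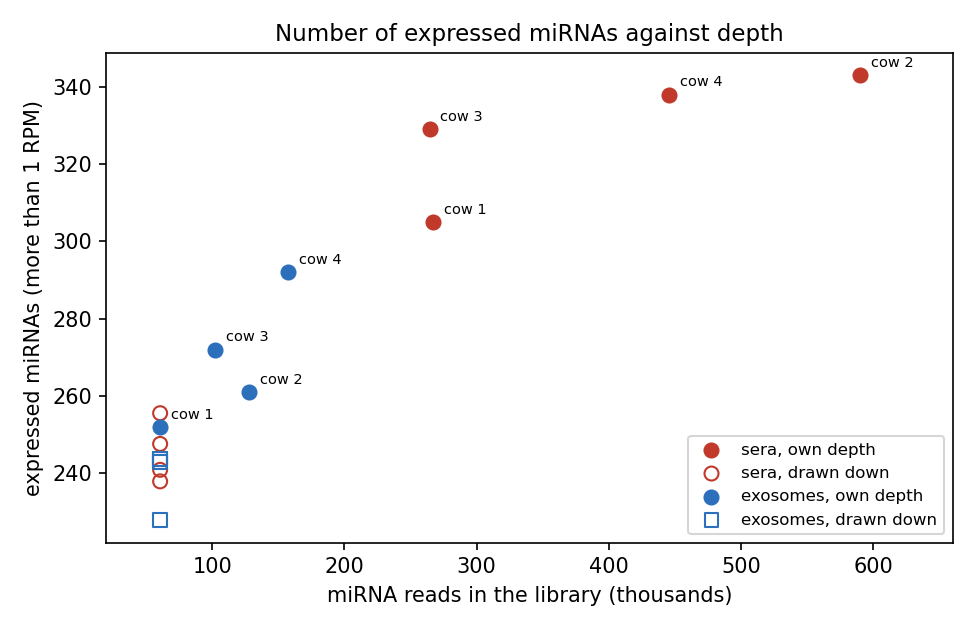
Number of expressed miRNAs per library against its miRNA reads (in units of 1000 reads) for 4 sera and 4 exosome libraries. Filled points are at the sequenced depth, where the sera means are 59.5 miRNAs higher, and open points are drawn down to 60682 reads, where they are 5.91 higher.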

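By the paper's rule, 361 miRNAs were expressed in sera and 286 in exosomes. All 365 miRNAs of Table S2 were found in the files. Of the 2920 values compared, 2880 were within 1 RPM of the paper's value in Table S2. The other 40 values, 36 in exosomes and 4 in sera, are given as 0 in Table S2 and had reads in the files. Each belonged to a miRNA with reads in 1 library of that sample type.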

The respective miRNAomes of sera and exosomes are available in Additional file 2: Table S2. 

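The profiles were compared on log2(RPM + 1) of the 365 expressed miRNAs. The first principal component carried 27.4% of the variance and the second 22.9%. On the first component the sera scored 3.45 to 15.2 and the exosomes -23.9 to -2.04 (exact permutation test of the difference in mean score, two-sided p = 0.0286). On the second component the difference was not past 0.05 (exact permutation test, p = 0.314), and its range came from the exosomes, which scored from -22.6 in cow 2 to 13.6 in cow 1. Of the total squared distance between libraries, 24.2% lay between the 2 sample types, more than in any of the other ways to split the 8 libraries into 4 and 4 (exact test over 35 splits, p = 0.0286, the smallest these allow). With the mean of each cow removed, 44.1% of the remaining distance lay between the sample types (exact test over 8 swaps within cows, p = 0.125, the smallest these allow). In 1 draw to the depth of the smallest library the share was 19.0% (exact test over 35 splits, p = 0.0286). Over 100 draws, a choice made after seeing the values, it was 19.8% on average (range 16.6% to 23.0%), with the smallest p that the exact test allows in 82 draws and at most p = 0.229. In 54 of the 100 draws the scores of sera and exosomes on the first component overlapped. Over the 128 miRNAs with at least 10 reads in every library, it was 38.3% (exact test, p = 0.0286).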

Using principle component analysis (PCA) it showed that the miRNAs profiles between sera and exosomes were different (Fig. 2b). 

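Of the expressed miRNAs, 79 were expressed in sera and not in exosomes, and 4 in exosomes and not in sera. Among the 79 miRNAs, 55 had a mean of at most 5 RPM in sera, which left 24 uniquely expressed miRNAs with a mean of 5.08 to 16.4 RPM. Each of the 24 rested on 6 to 25 reads over the 4 sera libraries, with a median of 11.5 reads. The highest was miR-493, with 16.4 ± 12.0 RPM (SD, n = 4) from 25 reads. Reads were found in all 4 sera for 12 of the 24 miRNAs. In exosomes, 13 of the 24 had reads in 1 library, with at most 4 reads, and 11 had none. At the depth of the exosome libraries, the sera values would give 92.8 reads over the 24 miRNAs, and 24 reads were found. A shortfall is built into this comparison, because the miRNAs were selected for reads in at most 1 exosome library. The 3 miRNAs unique to exosomes were miR-2284k (8.15 ± 6.89 RPM), miR-6533 (7.30 ± 8.57 RPM) and miR-9-5p (7.30 ± 8.57 RPM; SD, n = 4 for each). They rested on 3 exosome reads each, and each had 1 read in 1 sera library. When every library was drawn down to 60682 reads, 27.5 miRNAs were unique to sera and 21.1 to exosomes on average over 100 draws. At that depth the limit of 5 RPM removes none, so these numbers stand against the 79 and 4 without the limit. With the limit set at 3 reads in place of 1 RPM, 63 were unique to sera and 1 to exosomes. With RPM over the sequences in analysis, the numbers were 0 and 1. On that scale the limit of 5 RPM lies above the level of all 24 miRNAs, so none of the 24 could be counted.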

More uniquely expressed miRNAs were found in sera than those in exosomes, with 24 and 3 uniquely expressed miRNAs detected (with mean RPM > 5) in sera and exosomes, respectively (Table 2).

**Fig. 2:**
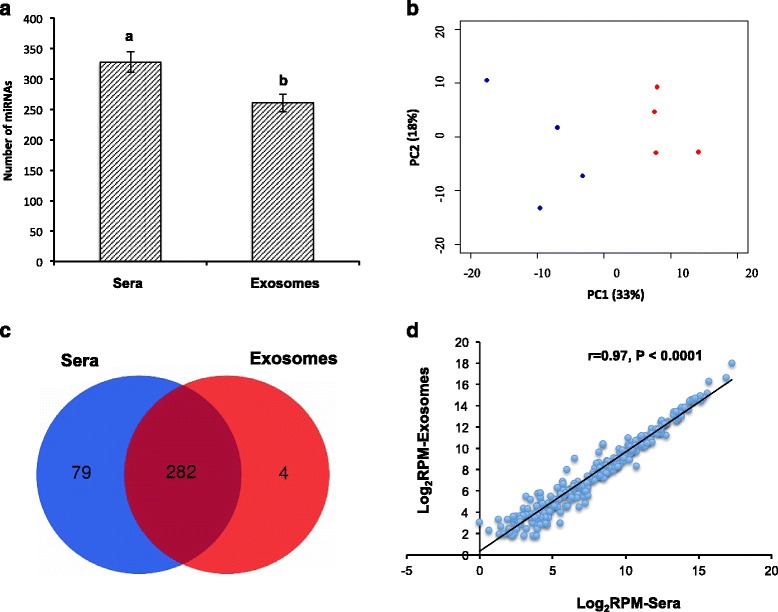
Complexity of miRNAs detected in the sera and exosomes. **a** Average number of miRNAs expressed in sera and exosomes, different letters (a, b) represent significant difference (*P* < 0.05). **b** Principle component analysis of the total detected miRNAs in sera and exosomes (blue dots represent sera, red dots represent exosomes). **c** Venn diagram showing the profile of miRNAs expressed in sera and exosomes. **d** Correlation analysis of the commonly expressed miRNAs in sera and exosomes

**Table 2:** Unique miRNAs expressed in bovine sera and exosomes

Sera		Exosomes	
miRNA ID	Mean RPM ± SD	miRNA ID	Mean RPM ± SD
bta-miR-493	16.39 ± 12.03	bta-miR-2284k	8.15 ± 6.87
bta-miR-196b	16.25 ± 5.54	bta-miR-6533	7.29 ± 8.56
bta-miR-1271	15.74 ± 4.79	bta-miR-9-5p	7.29 ± 8.56
bta-miR-708	13.41 ± 6.50		
bta-miR-628	13.09 ± 3.25		
bta-miR-18b	13.02 ± 7.63		
bta-miR-2285b	12.26 ± 3.69		
bta-miR-187	11.03 ± 15.55		
bta-miR-7861	10.96 ± 8.15		
bta-miR-95	9.88 ± 6.55		
bta-miR-543	9.61 ± 6.82		
bta-miR-424-3p	7.08 ± 6.55		
bta-miR-2299-3p	7.02 ± 8.54		
bta-miR-2448-3p	7.01 ± 3.55		
bta-miR-592	6.91 ± 5.45		
bta-miR-369-5p	6.44 ± 6.96		
bta-miR-2447	6.42 ± 8.91		
bta-miR-29d-5p	5.89 ± 5.02		
bta-miR-545-3p	5.55 ± 4.92		
bta-miR-9-3p	5.29 ± 6.72		
bta-miR-376b	5.18 ± 4.15		
bta-miR-495	5.13 ± 5.23		
bta-miR-183	5.08 ± 5.94		
bta-miR-196a	5.08 ± 5.94		

The expression is presented as  reads per million (RPM) with Mean RPM > 5. *SD* Standard deviation

It was observed that 282 miRNAs were commonly expressed in sera and exosomes (Fig. 2c), and their expression profiles had a high correlation of 0.97 (Fig. 2d). 

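Both sample types expressed 282 miRNAs, which held 99.96% of the miRNA reads in sera and 99.98% in exosomes. Across these miRNAs, which are not independent replicates, the log2 of the mean RPM in sera and in exosomes had a Pearson r of 0.974. Without the logarithm r was 0.948, and the rank correlation was 0.968. Between the serum and the exosomes of the same cow, r of log2(RPM + 1) was 0.934 ± 0.0189 (SD, n = 4 cows). Leaving out 1 library at a time, r of the means stayed between 0.964 and 0.975.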

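The 10 most abundant miRNAs held 56.8% ± 2.84 of the miRNA reads in sera (SD, n = 4; range 54.1% to 60.5%). In exosomes they held 64.9% ± 5.00 (SD, n = 4; range 58.1% to 70.1%). The difference of -8.08 percentage points was not past 0.05 (exact permutation test, two-sided p = 0.0571). The share was higher in exosomes in 4 of 4 cows (exact sign-flip test, p = 0.125, the smallest that 4 pairs allow). To reach 95% of the reads, 66 miRNAs were needed in sera and 59 in exosomes. The alternative that moved these shares most was the sequences in analysis as the denominator, over which the 10 miRNAs held 3.95% in sera and 7.42% in exosomes. The first 4 miRNAs were miR-486, miR-22-3p, miR-92a and miR-192 in both sample types. MiR-486 held 15.9% ± 3.19 in sera and 26.8% ± 7.20 in exosomes (SD, n = 4; exact permutation test, p = 0.0571; adjusted p = 0.149 over 13 comparisons of shares). It was higher in exosomes in 4 of 4 cows (exact sign-flip test, p = 0.125). On the log2 scale its FC was -0.73, with a limma FDR of 0.149. With the cow as a replicate block, the FDR was 2.1e-05 by limma and 1.1e-14 by edgeR on the recovered reads, so that the call on the FDR changed with the block. The fits with a block were not tested on simulated data, and with 4 cows their FDR rests mostly on variance pooled over miRNAs.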

From the commonly expressed miRNAs, the proportion of the top 10 miRNAs accounted 95.6 and 96.2 % of total reads for sera and exosomes, respectively, with the same predominant miRNAs identified. 

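The 10 most abundant miRNAs of sera and of exosomes had 9 members in common. MiR-191 was ranked 9 in sera with 2.51% ± 0.626 of the miRNA reads and 12 in exosomes with 2.21% ± 0.533 (SD, n = 4). MiR-10b was ranked 11 in sera with 2.26% ± 0.581 and 9 in exosomes with 2.46% ± 0.720 (SD, n = 4). Neither difference was larger than the spread between cattle (exact permutation tests, two-sided p = 0.486 for miR-191 and p = 0.914 for miR-10b; adjusted p = 0.702 and 0.971 over 13 comparisons). MiR-191 was higher in sera in 4 of 4 cows (exact sign-flip test, p = 0.125). MiR-10b was higher in exosomes in 1 of 4 cows (p = 1 by the exact sign-flip test). With the cow as a replicate block, miR-10b had an FDR of 0.0406 by edgeR (log2 FC of -0.31) and 0.556 by limma. For miR-191 the FDR with the block was 0.922 by edgeR and 0.282 by limma.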

The comparison of the relative abundance of top 10 annotated miRNAs showed that sera and exosomes had similar profiles of abundant miRNAs except miR-191 in sera and miR-10b in exosmes (Fig. 3a, b).

**Fig. 3:**
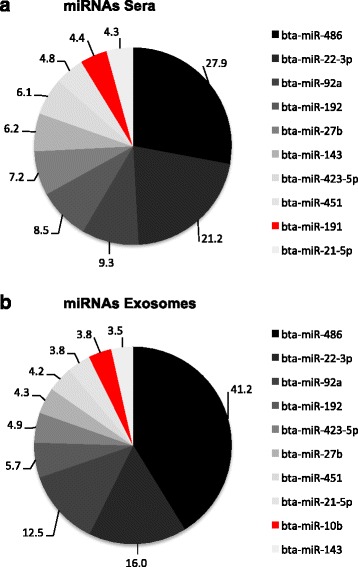
The pie chart of ten most abundant miRNAs. **a** Sera. **b** Exosomes. MiRNAs differed in two samples were colored in red

In addition, 12 miRNAs were differentially expressed (DE) between sera and exosomes. 

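The 365 expressed miRNAs were tested with limma on log2(RPM + 1), with a trend of the variance on the mean, because the authors deposited RPM. The thresholds were a log2 fold change (FC) over 1 or under -1 and an FDR under 0.05. On this scale the pseudocount draws the fold change of a miRNA with few reads towards 0. For miR-1249 it was -2.82, and -3.73 with a pseudocount of 0.1. Tests on reads can differ from it either way, as for miR-146b with 2.38 by limma and 1.95 by edgeR. In sera 11 miRNAs were higher and in exosomes 5 were higher. At an unadjusted p under 0.05, with the same limit on fold change, the numbers were 46 and 7. All 16 miRNAs changed the same way in all 4 cows, and 13 of them had at least 10 reads in every library. With the cow as a replicate block, 29 miRNAs were higher in sera and 6 in exosomes, and the 16 were among them. The FDR of this fit was 4.2e-40 for miR-24-3p, against 0.000621 without the block. Values this small from 4 cows rest on variance pooled over miRNAs, so they overstate what 4 pairs can show.
Since 100% of the values were whole numbers of reads, the recovered reads were also tested with edgeR (quasi-likelihood test, TMM normalization). Of the 365 miRNAs, 6 were then higher in sera and 8 in exosomes, and 11 of the 16 were among these. With the cow as a replicate block, this test gave 13 and 13. Without the block and with library totals in place of TMM, it gave 10 and 5, close to the 11 and 5 of limma. DESeq2 on the recovered reads gave 3 miRNAs higher in sera and 13 in exosomes. Leaving out 1 library at a time, limma gave 7 to 18 miRNAs higher in sera and 3 to 5 in exosomes.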

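The 12 miRNAs of Table 3 changed in the paper's direction in 4 of 4 cows each. By limma, 9 of them were past both thresholds, and 10 had an FDR under 0.05. Among miRNAs with at least 10 reads in every library, the largest changes were those of miR-328, of miR-24-3p (log2 FC of 2.30) and of the pair miR-339a and miR-339b. MiR-328 had 88.7 ± 32.3 RPM in sera and 554 ± 134 RPM in exosomes (SD, n = 4), a log2 FC of -2.66 (standard error 0.33, FDR = 0.000187). MiR-339a and miR-339b have the same values in every library and count as 1 measurement, with 347 ± 50.0 RPM in sera and 1402 ± 96.0 RPM in exosomes (SD, n = 4), a log2 FC of -2.02 and an FDR of 2.9e-05. MiR-1306 had a log2 FC of -1.99 and an FDR of 0.0174. MiR-16a had a log2 FC of 1.44 and an FDR of 0.00139, and miR-361 a log2 FC of 1.29 and an FDR of 0.00596. Of the 12 miRNAs, 3 were not past the limma thresholds. MiR-92b had an FDR of 0.0107 and a log2 FC of -0.89. MiR-1249, with 0 to 6 reads in sera and 1 to 10 in exosomes, had a log2 FC of -2.82 and an FDR of 0.12. MiR-296-5p, with 2 to 11 reads in exosomes, had a log2 FC of -1.65 and an FDR of 0.13. By edgeR's quasi-likelihood test on the recovered reads, all 12 miRNAs were past both thresholds, with and without the cow as a replicate block. With limma and the block, 10 of the 12 were.
The limma test also placed 7 miRNAs outside Table 3 past the thresholds, all higher in sera. They were miR-26b, miR-32, miR-23b-3p, miR-144, miR-22-5p, miR-200a and miR-95, with log2 FC from 1.00 to 3.24. MiR-95 rested on 15 reads in sera and 0 in exosomes, and edgeR gave it an FDR of 0.277. Of the 7, miR-23b-3p (log2 FC of 1.02 by edgeR) and miR-200a (log2 FC of 1.01 by edgeR) were also past the thresholds of edgeR's test. Over miRNAs with at least 10 reads in every library, the median log2 FC was 0.31 by limma and 0.11 by edgeR with TMM. Calls in sera near the fold change limit can therefore come from the scaling. In simulated data without a cow effect, 14.0% of the calls of limma were false. From the uniquely and differentially expressed miRNAs, the paper describes the profiles as distinct and proposes that they might reflect different physiological and pathological conditions.

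**Figure D2:**
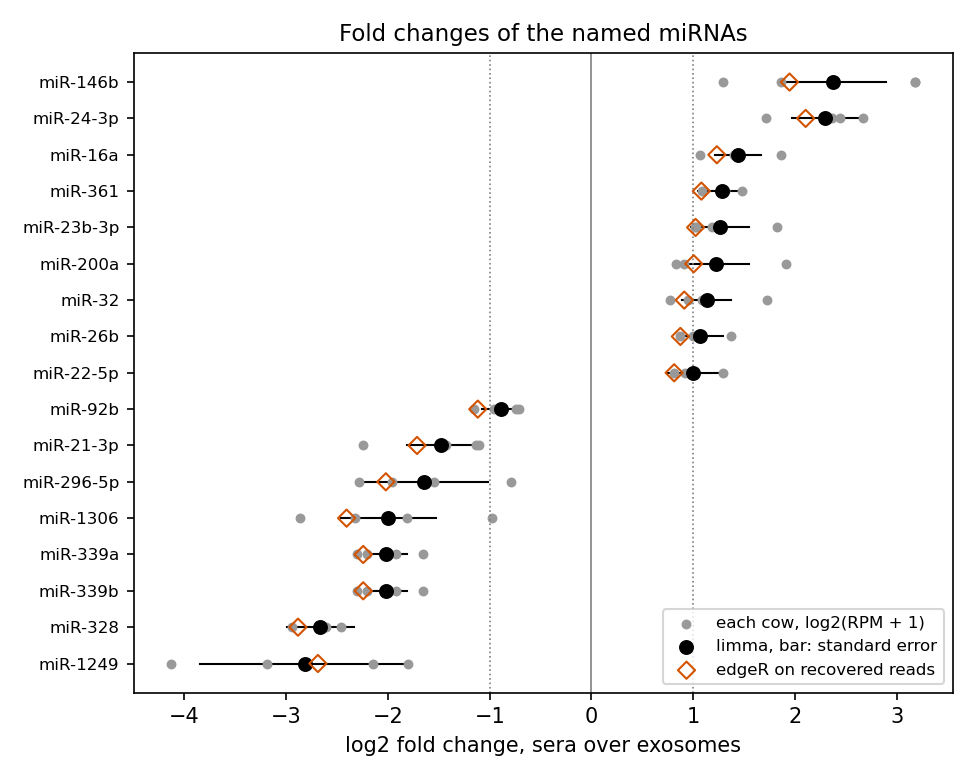
Log2 fold change, sera over exosomes, of 17 miRNAs, with limma estimates (black, ± standard error), the difference in each cow (grey) and edgeR estimates on recovered reads (orange). MiR-328 lies at -2.66 and miR-24-3p at 2.30 by limma, and the dotted lines mark log2 fold changes of 1 and -1.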

The expression of miR-361, miR-16a, miR-146b and miR-24-3p were higher in sera, while the expression of other eight miRNAs (miR-328, miR-1249, miR-1306, miR-339b, miR-339a, miR-296-5p, miR-21-3p and miR-92b) were higher in exosomes (FDR < 0.05, Table 3).

**Table 3:** Differentially expressed miRNAs in sera and exosomes

miRNA ID	Log_2_ FC	Log_2_ RPM	*P* Value	FDR
bta-miR-361	1.03	9.72	3.01E-05	1.10E-03
bta-miR-16a	1.19	12.13	3.00E-04	7.50E-03
bta-miR-146b	1.89	6.69	3.00E-04	6.30E-03
bta-miR-24-3p	2.06	9.91	1.62E-10	1.08E-08
bta-miR-328	−2.93	8.40	5.74E-14	5.07E-12
bta-miR-1249	−2.74	4.97	2.00E-04	6.20E-03
bta-miR-1306	−2.44	7.44	1.44E-06	6.36E-05
bta-miR-339b	−2.29	9.87	3.19E-19	5.29E-17
bta-miR-339a	−2.29	9.87	3.99E-19	5.29E-17
bta-miR-296-5p	−2.09	5.40	2.00E-04	5.60E-03
bta-miR-21-3p	−1.76	9.12	7.43E-09	3.94E-07
bta-miR-92b	−1.16	10.74	2.00E-04	6.20E-03

### Experimental validation of miRNA expression

A total of 10 uniquely expressed and DE miRNAs that identified from miRNA-seq (four uniquely expressed miRNAs in sera: miR-196b, miR-196a, miR-18b, and miR-9-3p; two uniquely expressed miRNAs in exosomes: miR-2284k and miR-9-5p; four DE miRNAs between sera and exosomes: miR-146b, miR-24-3p, miR-328, and miR-21-3p) were selected for validation using stem-loop RT-qPCR. Three out of four DE miRNAs showed similar trend as detected by miRNA-seq. 

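In the sequencing data, miR-146b had 149 ± 31.2 RPM in sera and 29.9 ± 13.9 RPM in exosomes (SD, n = 4). Its log2 FC was 2.38 (limma, standard error 0.52, FDR = 0.0125), and 1.29 to 3.18 within cows. It rested on 42 to 85 reads per sera library and 1 to 7 reads per exosome library, and it stayed past the thresholds in 6 of 8 fits that each left out 1 library. MiR-24-3p had 1697 ± 880 RPM in sera and 328 ± 104 RPM in exosomes (SD, n = 4), with a log2 FC of 2.30 (limma, standard error 0.33, FDR = 0.000621) and 1.72 to 2.67 within cows. MiR-328 was higher in exosomes by a log2 FC of -2.94 to -2.46 within cows, from 17 to 48 reads per sera library and 30 to 77 reads per exosome library. MiR-24-3p and miR-328 stayed past the thresholds in all 8 fits that each left out 1 library. With the cow as a replicate block, the 3 miRNAs were also past the thresholds of limma.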

Specifically, the expressions of miR-146b and miR-24-3p were highly expressed in the sera, while miR-328 was highly expressed in the exosomes by miRNA-seq and RT-qPCR (*P* < 0.05) (Fig. 4 a-c). Although the expression of miR-21-3p, detected by RT-qPCR showed no significant difference between sera and exosomes (*P* < 0.1), its expression was numerically higher in exosomes, which was similar with the results detected by miRNA-seq (Fig. 4d). However, the expression of those sera or exosomes uniquely expressed miRNAs could not be detected by RT-qPCR (CT value < 35), which may be due to their low abundance and the relative low content of miRNAs in serum.

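In the sequencing data, miR-21-3p had 282 ± 87.8 RPM in sera and 819 ± 378 RPM in exosomes (SD, n = 4). Its log2 FC was -1.48 (limma, standard error 0.33, FDR = 0.0139; past the thresholds also with the cow as a replicate block). The difference had the same direction in 4 of 4 cows and ranged from -2.25 in cow 1 to -1.10 in cow 3 on the log2 scale. The miRNA had 75 to 119 reads per sera library and 70 to 89 per exosome library. It stayed past the thresholds in 6 of 8 fits that each left out 1 library.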

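In the sequencing data, miR-196b had 16.3 ± 5.53 RPM in sera, from 23 reads in 4 libraries, and miR-18b had 13.0 ± 7.64 RPM, also from 23 reads in 4 libraries (SD, n = 4). Both had reads in the exosomes of cow 2, with 3 reads for miR-196b and 2 for miR-18b. MiR-196a rested on 7 reads in 2 sera libraries, and miR-9-3p on 7 reads in 3. MiR-2284k and miR-9-5p rested on 3 exosome reads each, in 3 and 2 libraries. All 6 means were below the 3-read floor of every exosome library, which was 19.0 RPM or more.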

**Fig. 4:**
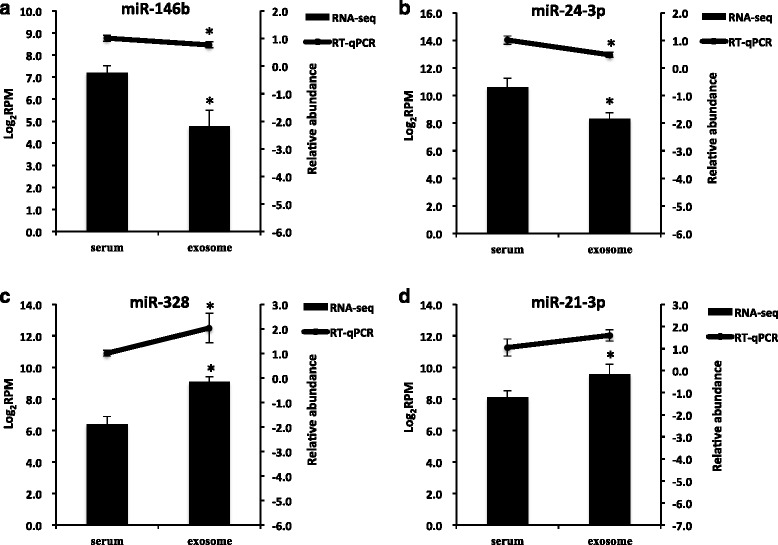
Expression of selected DE miRNAs between sera and exosomes detected by RT-qPCR and miRNA-seq. **a** Expression of miR-146b; **b** Expression of miR-24-3p; **c** Expression of miR-328; **d** Expression of miR-21-3p. miRNA expression from RT-qPCR represented by lines on the top and values are shown on the right vertical axis as relative abundance. miRNA expression from miRNA-seq represented by bars on the bottom and values are shown on the left vertical axis as log_2_RPM (normalized reads number). * on the top of lines or bars indicate significant (*P* < 0.05 or FDR < 0.05) difference between sera and exosomes. Data are presented as Mean ± Standard deviation

### Stability of the bovine sera and exosomes miRNAomes in healthy animals

It is important to determine how miRNAomes varies among individuals, especially for the healthy animals. As the sera and exosomes were taken from the same four cattle, the individual variation between sera and exosomes reflected the stability of miRNAs in two types of samples. The high correlation was observed with *r* = 0.96 for sera (Additional file 3: Table S3) and *r* = 0.95 for exosomal miRNAomes (Additional file 4: Table S4) among four animals. 

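Pearson r of RPM between pairs of libraries was computed across the 365 expressed miRNAs, which are not independent replicates. The mean over 6 pairs of sera was 0.958 ± 0.0207 (SD; range 0.937 to 0.986). The mean over 6 pairs of exosome libraries was 0.954 ± 0.0381 (SD; range 0.894 to 0.990). The exosomes of cow 1 gave the 3 lowest exosome values, 0.894 to 0.943, and without this library the mean was 0.985. On the log2(RPM + 1) scale the means were 0.951 in sera and 0.917 in exosomes, and as rank correlations they were 0.944 and 0.913. Without the 10 most abundant miRNAs, r of RPM was 0.923 in sera and 0.915 in exosomes.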

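The 50 miRNAs with the largest variance of log2(RPM + 1) over the 8 libraries were clustered with average linkage on Euclidean distance, settings that the paper's text does not name. Divided into 2 clusters, the tree placed the exosomes of cow 1 alone and the other 7 libraries together. The adjusted Rand index against the sample types was 0, where 1 is a full match and 0 the level of chance. The 4 sera lay in 1 branch of the tree, and the 4 exosome libraries did not. The 50 miRNAs had few reads, with a median of the mean RPM of 10.7. Of these, 48 had a 0 in at least 1 library, and 43 had fewer than 10 reads in every exosome library. Of the other settings, 1 placed the sample types in separate clusters, with an index of 1. It used a pseudocount of 10, each miRNA scaled, and complete linkage, and was chosen after seeing the values. Among miRNAs with at least 10 reads in every library, the 50 most variable separated the serum and exosomes of cow 1 from the other 6 libraries (adjusted Rand index -0.12).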

The hierarchical clustering analysis on the 50 most variable miRNAs revealed that sera and exosomes were clustered to different groups (Fig. 5).

**Fig. 5:**
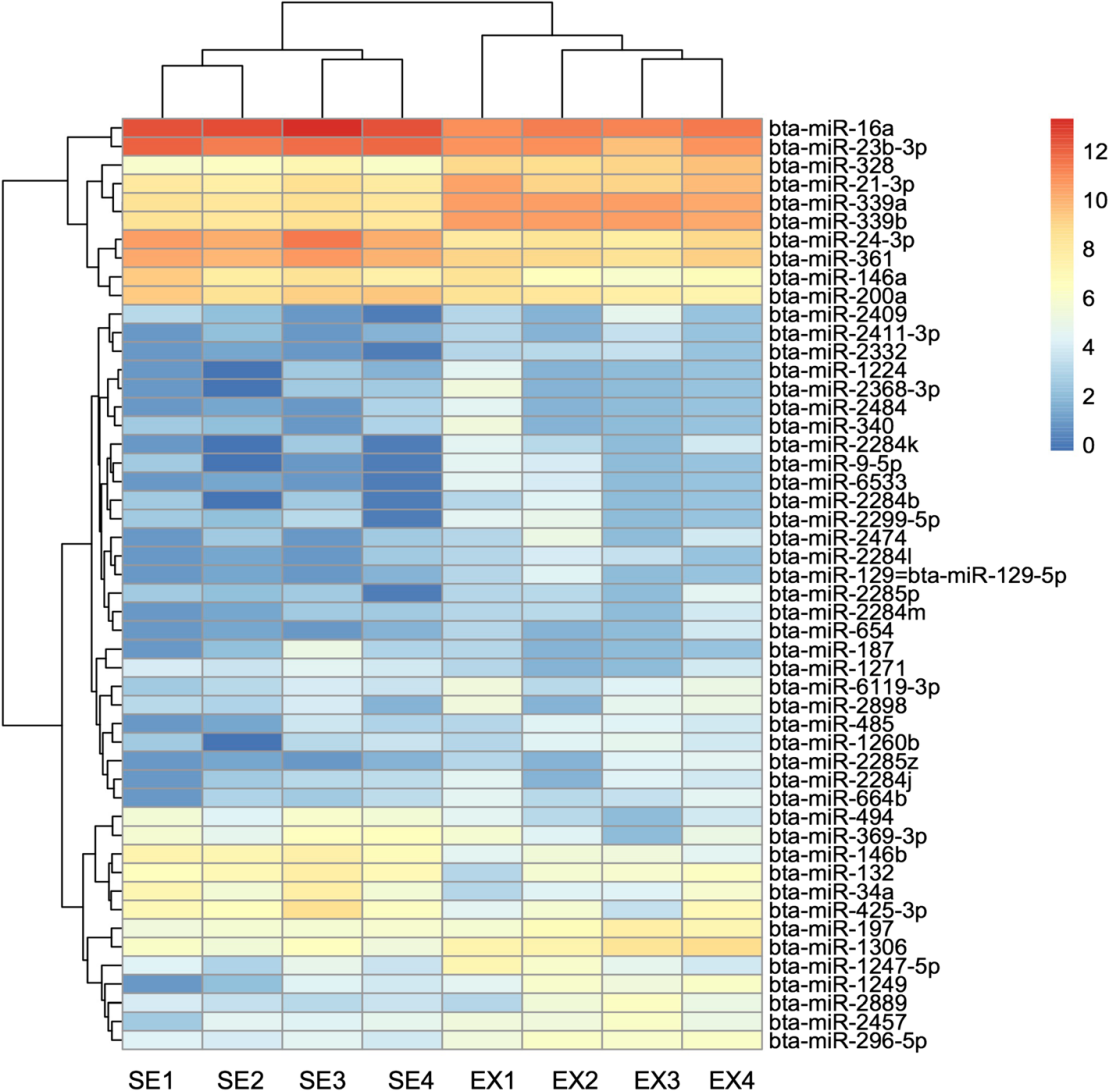
Heatmap generated by clustering of the 50 most variable miRNAs in sera (SE) and exosomes (EX) from four cattle. Colors represent different normalized sequencing reads number as indicated by the color bar (Log_2_RPM)

### Functional categories and pathways of uniquely expressed and differentially expressed miRNAs in sera and exosomes

Based on predicted targets of miRNAs using Targetscan and mirRanda as well as functional analysis using Ingenuity Pathway Analysis (IPA), the functional categories of miRNAomes in sera and exosomes were identified. Further functional analysis of uniquely expressed miRNAs in sera and exosomes revealed 3,847 and 1,520 gene targets, respectively. Among the top 20 functions of predicted gene targets of the uniquely expressed miRNAs in sera and exosomes, 14 functional categories were common in two types of samples (Table 4). Besides the common functions, the sera uniquely expressed miRNAs targeted the function of diseases and disorders such as neurological/infections diseases and skeletal, muscular, hereditary and psychological disorders, while the exosomes uniquely expressed miRNAs packaged into exosomes targeted the function of tissue development and lipid metabolism (Table 4).

**Table 4:** Top 20 functional categories of predicted gene targets by uniquely expressed miRNAs in sera and exosomes

Sera		Exosomes	
Category	B-H *p*-value	Category	B-H *p*-value
Cellular Growth and Proliferation	1.27E-28-1.11E-03	Cellular Growth and Proliferation	2.76E-12-6.05E-02
Cancer	4.54E-24-1.01E-03	Cancer	1.26E-08-6.05E-02
Organismal Injury and Abnormalities	4.54E-24-1.11E-03	Organismal Injury and Abnormalities	1.26E-08-6.05E-02
Cell Death and Survival	5.07E-24-1.01E-03	Cell Morphology	1.67E-08-6.05E-02
Organismal Survival	5.07E-24-2.65E-06	Organismal Survival	3.05E-08-2.39E-02
Cellular Assembly and Organization	7.61E-20-4.99E-04	Cellular Assembly and Organization	6.75E-07-6.05E-02
Cellular Function and Maintenance	7.61E-20-8.07E-04	Cellular Function and Maintenance	6.75E-07-6.05E-02
Cell Morphology	8.22E-19-7.27E-04	Cellular Movement	3.04E-06-6.03E-02
Molecular Transport	2.63E-16-9.67E-04	Cell Death and Survival	3.43E-06-6.03E-02
Cellular Movement	2.28E-15-1.05E-03	Gastrointestinal Disease	6.85E-06-6.03E-02
Cellular Development	4.18E-15-1.09E-03	Cardiovascular System Development and Function	8.40E-06-6.03E-02
Neurological Disease	3.21E-13-1.11E-03	Molecular Transport	9.36E-06-6.04E-02
Gene Expression	3.57E-13-3.95E-04	Cellular Development	9.36E-06-5.83E-02
Cardiovascular System Development and Function	3.57E-13-1.13E-03	Connective Tissue Development and Function	9.36E-06-5.48E-02
Organismal Development	4.85E-13-1.01E-03	Organismal Development	9.36E-06-6.03E-02
Gastrointestinal Disease	1.43E-12-8.91E-04	Nervous System Development and Function	1.82E-05-5.83E-02
Infectious Disease	1.63E-12-6.47E-04	Tissue Development	1.82E-05-5.83E-02
Skeletal and Muscular Disorders	3.74E-12-1.13E-03	Organ Morphology	5.23E-05-6.03E-02
Hereditary Disorder	8.81E-12-8.81E-12	Lipid Metabolism	5.97E-05-6.03E-02
Psychological Disorders	8.81E-12-7.60E-11	Small Molecule Biochemistry	5.97E-05-6.03E-02

There were 3,183 genes putatively targeting by the 12 DE miRNAs. Functional analysis revealed that most of the functional categories were shared by the highly expressed DE miRNAs in sera or exosomes (Table 5). Additionally, the function of infectious disease and cell-mediated immune response were targeted by sera enriched miRNAs, while the skeletal/muscular system development and lipid metabolism were targeted by exosomes enriched miRNAs. Besides, the most targeted pathways predicted based on sera enriched miRNAs were LPS-stimulated MAPK signaling, while the exosomes enriched miRNAs targeted cancer pathways (Table 6).

**Table 5:** Top 20 functions of predicted gene targets of differentially expressed miRNAs in sera and exosomes

Highly expressed miRNAs in sera		Highly expressed miRNAs in exosomes	
Category	B-H *p*-value	Category	B-H *p*-value
Cellular Assembly and Organization	6.09E-06-9.75E-02	Cell Death and Survival	6.84E-14-3.44E-02
Cellular Function and Maintenance	6.09E-06-9.75E-02	Cellular Assembly and Organization	8.85E-14-2.77E-02
Molecular Transport	1.09E-05-9.68E-02	Cellular Function and Maintenance	8.85E-14-3.45E-02
Cancer	6.32E-05-9.68E-02	Cellular Growth and Proliferation	4.07E-13-3.45E-02
Cell Death and Survival	9.31E-05-9.68E-02	Cell Morphology	1.09E-10-3.34E-02
Organismal Survival	9.31E-05-6.44E-02	Cellular Movement	8.05E-09-2.79E-02
Cellular Growth and Proliferation	9.31E-05-9.75E-02	Cancer	2.61E-08-3.24E-02
Cell Morphology	2.20E-04-9.75E-02	Molecular Transport	4.45E-07-3.21E-02
Cardiovascular System Development and Function	2.94E-04-9.68E-02	Cardiovascular System Development and Function	8.40E-07-3.43E-02
Organismal Development	2.94E-04-9.68E-02	Organismal Development	8.40E-07-3.45E-02
Infectious Disease	7.70E-04-9.68E-02	Organismal Survival	1.38E-06-2.44E-02
Gene Expression	7.70E-04-9.68E-02	Tissue Development	1.79E-05-3.34E-02
Cellular Movement	8.00E-04-9.68E-02	Gene Expression	2.31E-05-2.13E-02
Cell-mediated Immune Response	1.23E-03-9.68E-02	Cellular Development	2.89E-05-3.45E-02
Cellular Development	1.23E-03-9.75E-02	Nervous System Development and Function	5.47E-05-3.23E-02
Hematological System Development and Function	1.23E-03-9.75E-02	Skeletal and Muscular System Development and Function	6.43E-05-3.23E-02
Hematopoiesis	1.23E-03-9.75E-02	Neurological Disease	6.97E-05-3.18E-02
Lymphoid Tissue Structure and Development	1.23E-03-9.75E-02	Lipid Metabolism	1.19E-04-3.18E-02
Tissue Development	1.82E-03-9.75E-02	Small Molecule Biochemistry	1.19E-04-3.21E-02
Connective Tissue Development and Function	2.01E-03-9.75E-02	Psychological Disorders	1.55E-04-2.44E-02

**Table 6:** Predicted pathways targeted by miRNAs differentially expressed in sera and exosomes

	*P*	Genes present in pathway (%)	Molecule
Sera			
LPS-stimulated MAPK Signaling	4.11E-06	24.7	18
Molecular Mechanisms of Cancer	1.40E-05	13.7	51
UVC-Induced MAPK Signaling	3.39E-05	28.6	12
IL-17A Signaling in Gastric Cells	4.32E-05	36.0	9
Notch Signaling	6.28E-05	28.9	11
Exosomes			
Molecular Mechanisms of Cancer	2.48E-10	20.1	75
β Cell Receptor Signaling	3.39E-08	23.2	42
Integrin Signaling	3.53E-08	22.4	45
NGF Signaling	3.65E-08	27.4	31
HGF Signaling	4.43E-08	27.8	30

## Discussion

To date, the searching of blood miRNA biomarkers mainly focused on the altered expression levels of miRNAs in diseases. However, little is known about their expression levels associated with the physiological changes and composition of miRNAome, especially in cattle. Here, we conducted a comprehensive miRNAome comparison between cattle sera and exosomes that have been commonly used in miRNA studies.

While surveying the profiles of cell-free small RNAs in cattle, we observed that the annotated miRNAs were low from the sequencing datasets. Size distribution of the total reads revealed two peaks in sera and exosomes, which is similar as reported in the blood samples of mouse and human [33, 34]. The nucleic acid fragments ranging 19–25 nt were mostly annotated as miRNAs. It has been reported that, in addition to miRNAs, several classes of small RNAs mediated multiple biological functions, including siRNAs (20–24 nt), piRNAs (25–32 nt), and others that bound by Argonaute proteins also could be detected in blood [35–37]. Moreover, studies on the processed small RNAs, such as 5’ tRNA halves and and 5’ YRNA fragments (30–33 nt) suggested that they were abundant in circulating small RNAs and might act as novel form of signaling molecules [38, 39]. Thus, it is postulated that the 30–33 nt peak in our study might be processed small RNAs.

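Of the 361 miRNAs expressed in sera, 282 were also expressed in exosomes, which is 78.1% (95% Wilson interval 73.6% to 82.1%). The interval treats the miRNA names as independent draws and covers neither depth nor the spread between cattle. The share is of miRNA names and not of molecules, since the files give shares of reads and no amounts. The 79 miRNAs expressed in sera and not in exosomes held 0.0361% of the sera reads, and 36 of them were read in 1 exosome library. At the depth of the smallest library the share was 89.8% ± 1.44 (SD over 100 draws). With RPM over the sequences in analysis it moved most, to 97.5%, where 5 to 8 reads were needed in sera and 1 or 2 in exosomes.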

The miRNAs detected in exosomes represented about 78 % of total miRNAs expressed in sera, suggesting exosomes are the major carriers for miRNAs in bovine sera. In particular, there were 282 miRNAs expressed in all individuals with high correlation between sera and exosomes, indicating those miRNAs may play important roles in extra-cellular blood fluid of cattle. 

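Of the 282 miRNAs expressed in both sample types, 211 had reads in all 8 libraries and 71 were missing from at least 1. At least 10 reads in every library were found for 128 of them. The rule of more than 1 RPM in at least 2 cattle of each sample type allowed a miRNA to be missing from the other 2.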

MiR-486, miR-92a, miR-16, miR-144, and miR-451 have been commonly applied as erythrocyte markers for human and mice [40, 41], and they were all expressed in our bovine sera and exosomes dataset with high proportion. 

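Together, the listed erythrocyte markers (miR-486, miR-92a, miR-16a, miR-16b, miR-144 and miR-451) held 26.7% ± 4.27 of the miRNA reads in sera and 39.1% ± 9.17 in exosomes (SD, n = 4; exact permutation test, two-sided p = 0.0857; adjusted p = 0.159 over 13 comparisons). Their sum was higher in exosomes in 4 of 4 cows (exact sign-flip test, p = 0.125). They did not move together between the sample types. MiR-92a held 5.31% ± 0.381 in sera and 8.09% ± 1.62 in exosomes (SD, n = 4). MiR-16a (0.682% and 0.243%), miR-16b (2.03% and 1.30%) and miR-144 (0.0699% and 0.0326%) were lower in exosomes, and miR-451 was alike in both (2.72% ± 0.779 and 2.71% ± 0.669; SD, n = 4). For miR-92a, miR-16a, miR-16b and miR-144 the sera and exosome libraries did not overlap (exact permutation tests, p = 0.0286 each; adjusted p = 0.0929), and each had the same direction in 4 of 4 cows (exact sign-flip test, p = 0.125). The limma FDR was 0.132 for miR-92a and 0.0882 for miR-16b, and with the cow as a replicate block it was 7.3e-05 and 4.0e-07 (by edgeR with the block, 2.3e-10 and 0.00178). MiR-144 was ranked 88 in sera and 109 in exosomes.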

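MiR-22-3p held 12.0% ± 2.01 of the miRNA reads in sera and 10.4% ± 2.18 in exosomes (SD, n = 4) and was ranked 2 in both. It rested on 36385 to 61999 reads per sera library and 7945 to 14756 reads per exosome library. The difference between the sample types was not larger than the spread between cattle (exact permutation test, two-sided p = 0.314; adjusted p = 0.511 over 13 comparisons). It was higher in sera in 4 of 4 cows (exact sign-flip test, p = 0.125).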

Besides, miR-22-3p, the secondly abundant miRNA in sera (12.0 %) and exosomes (10.4 %), was miRNA biomarker expressed by myeloid [42]. Therefore, red blood cells and myeloid might contribute significantly to circulating miRNAs and this could have important implications for circulating miRNA biomarker studies. Some of top abundance miRNAs detected in bovine sera were not abundant ones in human [17], vice versa, which were not found in bovine sera. The inconsistence in miRNA spectrums might come from the different erythropoiesis between human and bovine [42].

At present, little is known about the origin and destination of these sera/exosomes miRNAs in the circulatory system. Based on identified miRNA profiles, our results showed that spectra of miRNAomes were different between sera and exosomes, and miRNAome of sera was more complex than that of exosomes. The complexity of sera miRNAomes is reasonable, because circulating miRNAs were bounded to various carriers including exosomes, proteins, lipoprotein particles, and cell-derived extracellular vesicles [28, 29, 43]. For example, it has been reported that Argonaute2 complexes carried a population of circulating miRNAs independent of vesicles in human plasma [44]. It is noticeable that the sera miRNAomes detected in this study may also contain the exosome miRNAs. To precisely identify sera specific miRNAs, sera-depletion from exosomes using size-exclusion chromatography in the future studies will provide the detailed contribution and function of the different circulating miRNAs components in sera. In addition, the unique origin may contribute to the miRNAs patterns in sera and exosomes. The assumption above could be supported by the fact that 24 and 3 miRNAs were exclusively expressed with high level in sera and exosomes, respectively. In addition, 12 miRNAs were differentially expressed between two samples. Because of their distinct profiles, miRNAs from sera and exosomes might reflect different aspects of physiological and pathological conditions in cattle.

Many miRNAs are evolutionarily conserved [45]. Therefore, information from human studies on the highly conserved miRNAs that have important roles in regulating health may also be applied to cattle. 

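Both forms of miR-196 were expressed in sera and not in exosomes by the paper's rule. MiR-196b had 16.3 ± 5.53 RPM in sera (SD, n = 4), and its 3 exosome reads, in cow 2, made 23.4 RPM in that library. At the exosome depth its sera value would give 6.59 reads. MiR-196a had 5.08 ± 5.93 RPM in sera (SD, n = 4), where 2.00 exosome reads would be given by its sera value and 1 was found. For miR-196a a difference between the sample types was not detectable at this depth.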

For example, miR-196, which was uniquely expressed in sera, has recently been reported to be involved in the antiviral immunity in human [46]. And antiviral interferon response could induce the expression of miR-196, which then inhibited the gene expression and replication of hepatitis C virus [47, 48]. Mitogen activated protein kinases (MAPK) are a group of signaling molecules that play important roles in the inflammatory processes [49–51]. Together with LPS-stimulated MAPK pathway that is the most enriched for up-regulated miRNAs in sera, our results suggest that sera uniquely expressed miRNAs (such as miR-196) may play important roles in regulating inflammation and immune response in cattle. 

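MiR-9-3p had 7 reads in sera, in 3 of 4 libraries, which made 5.30 ± 6.73 RPM (SD, n = 4), and 0 reads in exosomes, where its sera value would give 2.00 reads. MiR-9-5p had 3 reads in exosomes, in 2 of 4 libraries, which made 7.30 ± 8.57 RPM (SD, n = 4), and 1 read in the serum of cow 1. At the sera depth its exosome value would give 10.5 reads. That estimate rests on 3 reads, and the miRNA was selected for reads in at most 1 sera library. The means are smaller than their standard deviations, and lie below the 3-read floor of every exosome library.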

MiR-9 is a brain specific miRNA [52], and we found that miR-9-3p and miR-9-5p was uniquely expressed in bovine sera and exosomes, respectively. The differential enrichment of miR-9-3p and miR-9-5p further demonstrated the specific function of sera and exosomes. In addition, miR-92b was differentially expressed between sera and exosomes, with higher expression in exosomes. 

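MiR-92b had 1139 ± 107 RPM in sera and 2113 ± 148 RPM in exosomes (SD, n = 4). The difference had the same direction in 4 of 4 cows. Its log2 FC was -0.89 by limma (standard error 0.18, FDR = 0.0107). EdgeR's quasi-likelihood test with TMM on the recovered reads gave -1.12 (FDR = 0.00371). With library totals in place of TMM, the same test gave -0.89. The limit of -1 was thus passed with TMM and not on the RPM scale. With the cow as a replicate block, the log2 FC was -0.89 by limma and -1.11 by edgeR.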

Nass et al. reported that miR-92b was specifically expressed in the heart and muscle, and overexpression of miR-92b reduced Mef2 levels and caused muscle attachment defects [53]. In addition, miR-92b and miR-9 were over-expressed in developing brain and neuronal stem cells compared to the adult brain, and thus have been implicated as players in human nervous system development [54, 55]. These suggest that exosomes uniquely expressed and/or highly expressed miRNAs may be used as markers to study changes in development.

The high correlation of expression profiles among individuals was observed, demonstrating the low individual variation of miRNAs in bovine extra-cellular blood fluid, the reasonable approach of sera/exosomes sample preparation and miRNA profiling in this study. 

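The variation between cattle was computed over the 128 miRNAs with at least 10 reads in every library. The median SD of log2(RPM + 1) over 4 cattle was 0.32 in sera and 0.35 in exosomes. The range over the 4 cattle was above 1 on the log2 scale for 33 miRNAs in sera and 46 in exosomes. It was above 3 for 1 miRNA, miR-133a, with 6.98 in sera and 7.33 in exosomes. MiR-133a had 21761 RPM (5814 reads) in the serum of cow 1 and 171 to 215 RPM in the other sera. In the exosomes of cow 1 it had 25279 RPM (1534 reads), and 156 to 323 RPM in the other exosomes. MiR-208b, with 644 and 643 RPM in the serum and exosomes of cow 1, had 3.8 to 10.2 RPM in the other sera and 0 to 48.8 RPM in the other exosomes. MiR-499 had 539 and 231 RPM in cow 1, against 18.6 to 22.7 and 7.8 to 12.7 RPM in the other cows. MiR-133b had 150 and 148 RPM in cow 1, and at most 7.6 RPM in the other sera and 9.8 RPM in the other exosomes. From the high correlations, the paper concludes that the individual variation was low.

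**Figure D3:**
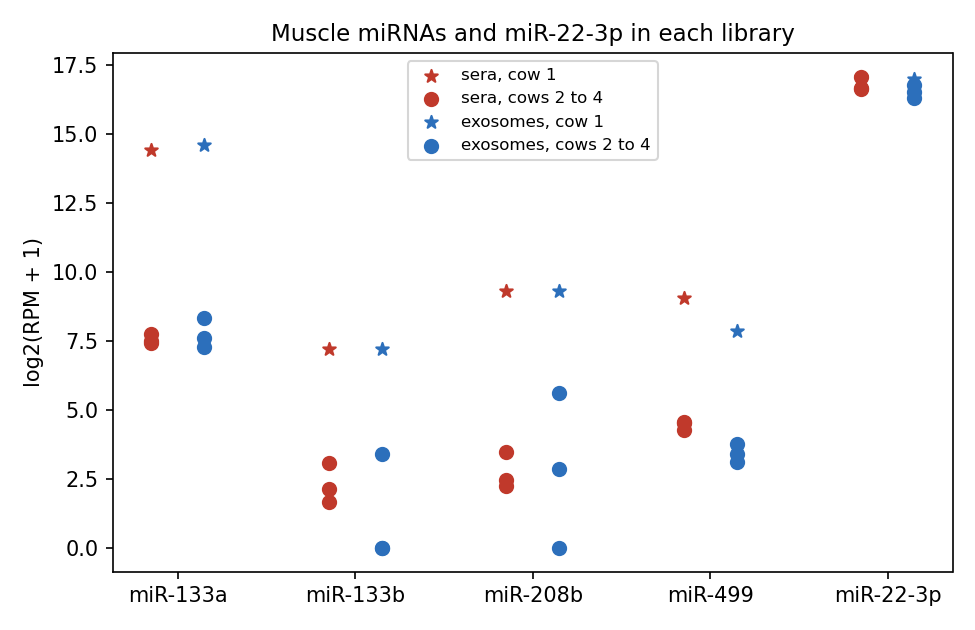
Log2(RPM + 1) of miR-133a, miR-133b, miR-208b, miR-499 and, for comparison, miR-22-3p in each sera and exosome library, with stars for cow 1. Cow 1 lies above the other cows for the first 4 miRNAs in both sample types, with 21761 RPM of miR-133a in its serum against 171 to 215 RPM in the others.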

Overall, the identified expression of miRNAs in sera and exosomes enabled an insight into the basis miRNAs pattern of healthy cattle, which provides a strong basis to inform the further investigation of circulating miRNAomes as biomarkers in cattle.

## Conclusion

Using RNA-seq, our results revealed that 1) exosomes showed a less complex with respect to the miRNAomes as compared to sera; 2) sera and exosomes had their specificities in profiling of miRNAs, which may reflect different aspects of physiological and pathological conditions in cattle; 3) exosomes were major miRNAs carriers in cattle sera, and both samples could be used as potential candidates in biomarker study for different goals in future. Nevertheless, this study laid a foundation for understanding the dysregulations diverging from ordinary physiology by providing information about miRNAomes of healthy individual of bovine sera and exosomes. Furthermore, our results provide the guidance in selection of sample type for particular goals in cattle miRNAs study. Based on our preliminary findings, sera may be preferable for selecting biomarkers of heath such as disease, while exosomes may be better for monitoring the muscle development and lipid metabolism, which should be validated in the future studies using disease and production deficient animal models.

## Methods

### Blood sample collection

The whole blood samples were collected from 4 healthy lactating Holstein cow (33 ± 7 mon, 654 ± 54 kg; mean ± SD). All cows had normal milk production and intake and did not have any incidence of health related issues (data not shown). Experimental protocols were reviewed and approved by the Livestock Animal Care Committee of the University of Alberta and all procedures were conducted following the guidelines of Canadian Council on Animal Care. Briefly, 9 mL whole blood was collected in S-Movovette Sera-Gel tubes (Sarstedt, Nümbrecht, Germany) containing clot activator, and then the samples were incubated at room temperature for 1 h. The whole blood samples were firstly centrifuged at 4 °C (1,900 × g, 10 min), followed by a second centrifugation at 4 °C (16,000 × g, 10 min). After this step, the circulating cell-free nucleic acid were in the supernatant (sera) and then the sera were transferred into a fresh 2.0 mL tube and stored at -80 °C for further analysis.

### Total RNA isolation

Total RNA in sera was extracted using Total RNA Purification kit (Norgen, Thorold, CA) following manufacturer’s protocols. For exosomal RNA extraction, exosomes were firstly isolated from the same sera samples using the Total Exosomes Isolation kit (Invitrogen, Carlsbad, CA), and then the total RNA was extracted using Total Exosome RNA and Protein Isolation Kit (Invitrogen, Carlsbad, CA). The concentration of RNA was determined using the Qubit microRNA assay kit and the 2.0 Fluorometer (Invitrogen, Carlsbad, CA). The RNA samples were stored at -80 °C for further analysis.

### Library construction and sequencing

Total RNA (5 μL) from each sample was used to construct miRNA library using the TruSeq Small RNA Sample Preparation Kit (Illumina, San Diego, CA) according to the manufacturer’s instruction. Small RNA libraries were then pooled together in equal volumes for gel purification. The pooled library was sequenced at Génome Québec (Montréal, Canada) using the Illumina HiSeq 2000 system (Illumina) as 50 bp single reads.

### Small RNA sequence analysis

Low-quality reads were removed from raw data using CASAVA 1.8 based on chastity. High-quality reads were then subjected to sRNAbench for adaptor sequence trimming and reads length distribution analysis [56]. The sequences with read length larger than 15 nt were aligned against bovine miRNA database (miRBase, release version 21) with the default parameters to identify known miRNAs using sRNAbench. Each library was processed separately. The expression level of miRNAs in each library was estimated by sRNAbench, which normalized reads count number of each miRNA RPM by the following formula: RPM = (miRNA reads number/total mapped reads per library) × 1,000,000. Correlations were calculated using the Pearson method in R software (version 3.0). The differentially expressed (DE) miRNAs were investigated by using bioinformatics tool edgeR [57]. The DE miRNAs were determined by Log_2 _fold change (FC) >1 or < -1 and false discovery rate (FDR) < 0.05 based on Benjamini and Hochberg multiple testing correction [58].

### Target gene prediction and functional analysis

The functional analysis of selected miRNAs was performed following a previous study [59]. Briefly, target genes of selected miRNAs were commonly predicted by TargetScan Relase 6.0 (http://www.targetscan.org/) [60] and miRanda (http://www.microrna.org/microrna/home.do). Then the predicted target genes were analyzed through IPA using core analysis module (www.ingenuity.com). A threshold of FDR < 0.05 and molecule number > 1 were used to enrich significant biological functions of each miRNA.

### Experimental validation of miRNA expression using stem-loop RT-qPCR

The expression of uniquely expressed and DE miRNAs that were identified by miRNA-seq were validated by stem-loop RT-qPCR using TAQMAN miRNA assays following the manufacturer’s instruction (Applied Biosystems, Foster City, CA). Briefly, cDNAs were reverse transcribed from 5 μL of total RNA using 5 X specific miRNA RT primer and then were amplified using a 20 X TAQMAN miRNA assay. Fluorescence signal was detected with StepOnePlus™ Real-Time PCR System (Applied Biosystems, Foster City, CA). In this study, miR-93 was used as an internal reference to calculate the relative expression of target miRNA using the 2^-ΔΔCT^ (cycle threshold, CT) method [61]. This miRNA was selected due to its stable expression between sera and exosomes after comparing with the most used reference U6 [62, 63], and previously reported serum miRNA reference candidates miR-127 and miR-744 in bovine and mouse [64, 65]. In addition, no difference was observed between sera and exosomes in miR-93 expression detected by RNA-seq (*P* > 0.05). 

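MiR-93 had 4792 ± 902 RPM in sera and 3568 ± 543 RPM in exosomes (SD, n = 4). Its log2 FC was 0.42 by limma (standard error 0.20, FDR = 0.196) and 0.20 by edgeR's quasi-likelihood test on the recovered reads (FDR = 0.691). It was higher in sera in 4 of 4 cows, by 0.31 to 0.51 on the log2 scale. As a share of the reads, the difference gave p = 0.0857 (exact permutation test, two-sided; adjusted p = 0.159 over 13 comparisons). With the cow as a replicate block, the FDR was 0.00209 by limma and 0.303 by edgeR. MiR-127 had a log2 FC of 0.20 (standard error 0.34, limma FDR = 0.767) and miR-744 of 0.22 (standard error 0.41, limma FDR = 0.779). Both changed direction with edgeR's TMM normalization, to -0.071 and -0.15. Within cows, the difference ranged from -0.35 to 0.80 for miR-127 and from -0.54 to 1.44 for miR-744.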

Differences were considered statistically different at *P* < 0.05 and analysis were performed using *t*-test.

## Additional files

Additional file 1: Table S1. Compilation of evaluated reads data in the process of generating miRNAs. (DOCX 70 kb) Additional file 2: Table S2. Excel spreadsheet containing total miRNAs expressed in sera and exosomes. Expression data for the miRNAs were normalized to RPM, and the miRNAs that were detected in at least 2 animals in each group were considered expressed in this study. (DOCX 206 kb) Additional file 3: Table S3. 

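Additional file 3 holds r for each pair of sera libraries. Computed from RPM over the 365 expressed miRNAs, r was 0.951 for cows 1 and 2, 0.982 for cows 1 and 3, 0.953 for cows 1 and 4, 0.937 for cows 2 and 3, 0.986 for cows 2 and 4 and 0.942 for cows 3 and 4. On the log2(RPM + 1) scale, on which abundant miRNAs weigh less, the 6 values lay between 0.936 and 0.966.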

Pearson correlation of the detected miRNAs among individuals in sera. (DOCX 38 kb) Additional file 4: Table S4. 

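Additional file 4 holds r for each pair of exosome libraries. Computed from RPM over the 365 expressed miRNAs, r was 0.894 for cows 1 and 2, 0.943 for cows 1 and 3, 0.931 for cows 1 and 4, 0.979 for cows 2 and 3, 0.990 for cows 2 and 4 and 0.987 for cows 3 and 4. On the log2(RPM + 1) scale the 6 values lay between 0.889 and 0.938.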

Pearson correlation of the detected miRNAs among individuals in exosomes. (DOCX 38 kb)

## References

[1] Seegers H, Fourichon C, Beaudeau F (2002). Production effects related to mastitis and mastitis economics in dairy cattle herds. Vet Res.

[2] Schwaiger T, Beauchemin KA, Penner GB (2013). The duration of time that beef cattle are fed a high-grain diet affects the recovery from a bout of ruminal acidosis: dry matter intake and ruminal fermentation. J Anim Sci.

[3] Wierenga K, McAllister TA, Gibb DJ, Chaves AV, Okine EK, Beauchemin KA, Oba M (2010). Evaluation of triticale dried distillers grains with solubles as a substitute for barley grain and barley silage in feedlot finishing diets. J Anim Sci.

[4] Vergara CF, Döpfer D, Cook NB, Nordlund KV, McArt JAA, Nydam DV, Oetzel GR (2014). Risk factors for postpartum problems in dairy cows: explanatory and predictive modeling. J Dairy Sci.

[5] Gilad S, Meiri E, Yogev Y, Benjamin S, Lebanony D, Yerushalmi N (2007). Sera microRNAs are promising novel biomarkers. PLoS One.

[6] Wang K, Zhang S, Marzolf B (2009). Circulating microRNAs, potential biomarkers for drug-induced liver injury. Proc Natl Acad Sci U S A.

[7] Qin X, Xu H, Gong W, Deng W (2013). The Tumor Cytosol miRNAs, Fluid miRNAs, and Exosomes miRNAs in Lung Cancer. Front Oncol.

[8] Ambros V (2004). The functions of animal microRNAs. Nature.

[9] Qin X, Yan L, Zhao X, Li C, Fu Y (2012). microRNA-21 overexpression contributes to cell proliferation by targeting PTEN in endometrioid endometrial cancer. Oncol Lett.

[10] Kim YJ, Hwang SH, Cho HH, Shin KK (2012). MicroRNA 21 regulates the proliferation of human adipose tissue derived mesenchymal stem cells and high‐fat diet‐induced obesity alters microRNA 21 expression in white adipose tissues. J Cell Physiol.

[11] Zhang Z, Sun J, Bai Z, Li H, He S, Chen R (2015). MicroRNA-153 acts as a prognostic marker in gastric cancer and its role in cell migration and invasion. Onco Targets Ther.

[12] Burgos KL, Javaherian A, Bomprezzi R, Ghaffari L, Rhodes S, Courtright A (2013). Identification of extracellular miRNA in human cerebrospinal fluid by next-generation sequencing. RNA.

[13] Wu F, Guo NJ, Tian H, Marohn M, Gearhart S, Bayless TM (2011). Peripheral blood microRNAs distinguish active ulcerative colitis and Crohn’s disease. Inflamm Bowel Dis.

[14] Hoekstra M, van der Lans CAC, Halvorsen B, Gullestad L, Kuiper J, Aukrust P (2010). The peripheral blood mononuclear cell microRNA signature of coronary artery disease. Biochem Biophys Res Commun.

[15] Meder B, Keller A, Vogel B, Haas J, Sedaghat-Hanmedani F, Kayvanpour E (2011). MicroRNA signatures in total peripheral blood as novel biomarkers for acute myocardial infarction. Basic Res Cardiol.

[16] Leidinger P, Backes C, Meder B, Meese E, Keller A (2014). The human miRNA repertoire of different blood compounds. BMC Genomics.

[17] Cheng L, Sharples RA, Scicluna BJ, Hill AF (2014). Exosomes provide a protective and enriched source of miRNA for biomarker profiling compared to intracellular and cell-free blood. J Extracell Vesicles.

[18] Zubakov D, Boersma AW, Choi Y, van Kuijk PF, Wiemer EA, Kayser M (2010). MicroRNA markers for forensic body fluid identification obtained from microarray screening and quantitative RT-PCR confirmation. Int Legal Med.

[19] Weber JA, Baxter DH, Zhang S, Huang DY, Huang KH, Lee MJ (2010). The microRNA spectrum in 12 body fluids. Clin Chem.

[20] Tzimagiorgis G, Michailidou EZ, Kritis A, Markopoulos AK, Kouidou S (2011). Recovering circulating extracellular or cell-free RNA from bodily fluids. Cancer Epidemiol.

[21] Mitchell PS, Parkin RK, Kroh EM, Fritz BR, Wyman SK, Pogosova-Agadjanyan EL (2008). Circulating microRNAs as stable blood-based markers for cancer detection. Proc Natl Acad Sci U S A.

[22] Chen X, Ba Y, Ma L, Cai X, Yin Y, Wang K (2008). Characterization of microRNAs in sera: a novel class of biomarkers for diagnosis of cancer and other diseases. Cell Res.

[23] Ioannidis J, Donadeu FX (2016). Circulating miRNA signatures of early pregnancy in cattle. BMC Genomics.

[24] Zheng Y, Chen KL, Zheng XM, Li HX, Wang GL (2014). Identification and bioinformatics analysis of microRNAs associated with stress and immune response in serum of heat-stressed and normal Holstein cows. Cell Stress Chaperones.

[25] Han W, Zhu Y, Su Y, Li G, Qu L, Zhang H (2016). High-throughput sequencing reveals circulating miRNAs as potential biomarkers for measuring puberty onset in chicken (*Gallus gallus*). PLoS One.

[26] Andersson P, Gidlöf O, Braun OO, Götberg M, van der Pals J, Olde B (2012). Plasma levels of liver-specific miR-122 is massively increased in a porcine cardiogenic shock model and attenuated by hypothermia. Shock.

[27] Ashby J, Flack K, Jimenez LA, Duan Y, Khatib A-KK, Somlo G (2014). Distribution profiling of circulating microRNAs in sera. Anal Chem.

[28] Raposo G, Nijman HW, Stoorvogel W, Liejendekker R, Harding CV, Melief CJ (1996). B lymphocytes secrete antigen-presenting vesicles. J Exp Med.

[29] Denzer K, van Eijk M, Kleijmeer MJ, Jakobson E, de Groot C, Geuze HJ (2000). Follicular dendritic cells carry MHC class II-expressing microvesicles at their surface. J Immunol.

[30] Hu G, Drescher KM, Chen XM (2011). Exosomal miRNAs: biological properties and therapeutic potential. Front Genet.

[31] Kourembanas S (2015). Exosomes: vehicles of intercellular signaling, biomarkers, and vectors of cell therapy. Annu Rev Physiol.

[32] Pritchard CC, Cheng HH, Tewari M (2012). MicroRNA profiling: approaches and considerations. Nat Rev Gene.

[33] Dhahbi JM, Spindler SR, Atamna H, Boffelli D, Mote P, Martin DI (2013). 5’-YRNA fragments derived by processing of transcripts from specific YRNA genes and pseudogenes are abundant in human sera and plasma. Physiol Genomics.

[34] Dhahbi JM, Spindler SR, Atamna H, Yamakawa A, Boffelli D, Mote P (2012). 5’ tRNA halves are present as abundant complexes in sera, concentrated in blood cells, and modulated by aging and calorie restriction. BMC Genomics.

[35] Okamura K (2012). Diversity of animal small RNA pathways and their biological utility. Wiley Interdiscip Rev RNA.

[36] Zhang C (2009). Novel functions for small RNA molecules. Curr Opin Mol Ther.

[37] Esteller M (2011). Non-coding RNAs in human disease. Nat Rev Genet.

[38] Kramer BS (2004). The science of early detection. Urol Oncol.

[39] Mestdagh P, Hartmann N, Baeriswyl L, Andreasen D, Bernard N, Chen C (2014). Evaluation of quantitative miRNA expression platforms in the microRNA quality control (miRQC) study. Nat Methods.

[40] Rasmussen KD, Simmini S, Abreu-Goodger C, Bartonicek N, Di Giacomo M, Bilbao-Cortes D (2010). The miR-144/451 locus is required for erythroid homeostasis. J Experi Med.

[41] Pritchard CC, Kroh E, Wood B, Arroyo JD, Dougherty KJ, Miyaji MM (2012). Blood cell origin of circulating microRNAs: A cautionary note for cancer biomarker studies. Cancer Pre Res (Phila).

[42] Spornraft M, Kirchner B, Pfaffl MW, Riedmaier I (2015). Comparison of the miRNAome and piRNome of bovine blood and plasma by small RNA sequencing. Biotechnol Lett.

[43] Vickers KC, Palmisano BT, Shoucri BM, Shamburek RD, Remaley AT (2011). MicroRNAs are transported in plasma and delivered to recipient cells by high-density lipoproteins. Nat Cell Biol.

[44] Arroyo JD, Chevillet JR, Kroh EM, Ruf IK, Pritchard CC, Gibson DF (2011). Argonaute2 complexes carry a population of circulating microRNAs independent of vesicles in human plasma. Proc Natl Acad Sci U S A.

[45] Siomi H, Siomi MC (2010). Posttranscriptional regulation of MicroRNA biogenesis in animals. Mol Cell.

[46] Mahajan VS, Drake A, Chen J (2009). Virus-specific host miRNAs: antiviral defenses or promoters of persistent infection?. Trends Immunol.

[47] Hou W, Tian Q, Zheng J, Bonkovsky HL (2010). MicroRNA‐196 represses Bach1 protein and hepatitis C virus gene expression in human hepatoma cells expressing hepatitis C viral proteins. Hepatology.

[48] Pedersen IM, Cheng G, Wieland S, Volinia S, Croce CM, Chisari FV (2007). Interferon modulation of cellular microRNAs as an antiviral mechanism. Nature.

[49] Ajizian SJ, English BK, Meals EA (1999). Specific inhibitors of p38 and extracellular signal-regulated kinase mitogen-activated protein kinase pathways block inducible nitric oxide synthase and tumor necrosis factor accumulation murine macrophages stimulated with lipopolysaccharide and interferon-gamma. J Infect Dis.

[50] Haddad EB, Birrell M, McCluskie K, Ling A, Webber SE, Foster ML (2001). Role of p38 MAP kinase in LPS-induced airway inflammation in the rat. Br J Pharmacol.

[51] Schmeck B, Zahlten J, Moog K, van Laak V, Huber S, Hocke AC (2004). Streptococcus pneumoniae-induced p38 MAPK-dependent phosphorylation of RelA at the interleukin-8 promotor. J Biol Chem.

[52] Jung HJ, Coffinier C, Choe Y, Beigneux AP, Davies BS, Yang SH (2012). Regulation of prelamin A but not lamin C by miR-9, a brain-specific microRNA. Proc Natl Acad Sci U S A.

[53] Nass D, Rosenwald S, Meiri E, Gilad S, Tabibian-Keissar H, Schlosberg A (2009). MiR-92b and miR‐9/9* are specifically expressed in brain primary tumors and can be used to differentiate primary from metastatic brain tumors. Brain Pathol.

[54] Zhao JJ, Hua YJ, Sun DG, Meng XX, Xiao HS, Ma X (2006). Genome-wide microRNA profiling in human fetal nervous tissues by oligonucleotide microarray. Childs Nervs Syst.

[55] Kapsimali M, Kloosterman WP, de Bruijn E, Rosa F, Plasterk RH, Wilson SW (2007). MicroRNAs show a wide diversity of expression profiles in the developing and mature central nervous system. Genome Biol.

[56] Barturen G, Rueda A, Hamberg M (2014). sRNAbench: profiling of small RNAs and its sequence variants in single or multi-species high-throughput experiments. Meth Next Generation Sequencing.

[57] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[58] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Statist Soc B.

[59] Liang G, Malmuthuge N, McFadden TB, Bao H, Griebel PJ, Stothard P (2014). Potential regulatory role of microRNAs in the development of bovine gastrointestinal tract during early life. PLoS One.

[60] Enright AJ, John B, Gaul U, Tuschl T, Sander C (2003). MicroRNA targets in Drosophila. Genome Biol.

[61] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(T)(-Delta Delta C) method. Methods.

[62] Ng EK, Chong WW, Jin H, Lam EK, Shin VY, Yu J (2009). Differential expression of microRNAs in plasma of patients with colorectal cancer: a potential marker for colorectal cancer screening. Gut.

[63] Tsujiura M, Ichikawa D, Komatsu S, Shiozaki A, Takeshita H, Konishi H (2010). Circulating microRNAs in plasma of patients with gastric cancers. Br J Cancer.

[64] Mi QS, Weiland M, Qi RQ, Gao XH, Poisson LM, Zhou L (2012). Identification of mouse serum miRNA endogenous references by global gene expression profiles. PLoS One.

[65] Bae IS, Chung KY, Yi J, Kim TI, Choi HS, Cho YM (2015). Identification of reference genes for relative quantification of circulating microRNAs in bovine serum. PLoS One.

# Supplementary material for: Comparative miRNAome analysis revealed different miRNA expression profiles in bovine sera and exosomes
**Source:** BMC Genomics. 2016 Aug 12;17:630. doi: 10.1186/s12864-016-2962-1
**Supplement:** Additional file 1: Table S1. — Compilation of evaluated reads data in the process of generating miRNAs.

| Data evaluation | Animal 1 | Animal 2 | Animal 3 | Animal 4 | Mean | SD |
| --- | --- | --- | --- | --- | --- | --- |
| Sera |  |  |  |  |  |  |
| Total sequences | 6246059 | 7724303 | 6502779 | 9219554 | 7423174 | 1360194 |
| Passed quality trimming | 6240867 | 7717830 | 6497375 | 9211478 | 7416888 | 1358878 |
| Unpassed quality trimming | 5192 | 6473 | 5404 | 8076 | 6286 | 1318 |
| Passed length trimming (16 to 40 nt) | 4468074 | 5746675 | 4986976 | 7543656 | 5686345 | 1344934 |
| Unpassed length trimming (<16 or > 40 nt) | 1772793 | 1971155 | 1510399 | 1667822 | 1730542 | 193284 |
| Sequences in analysis | 4468074 | 5746675 | 4986976 | 7543656 | 5686345 | 1344934 |
| Exosomes |  |  |  |  |  |  |
| Total sequences | 1408400 | 1765051 | 1951294 | 1457016 | 1645440 | 257905 |
| Passed quality trimming | 1407269 | 1763701 | 1949747 | 1455909 | 1644157 | 257701 |
| Unpassed quality trimming | 1131 | 1350 | 1547 | 1107 | 1284 | 207 |
| Passed length trimming (16 to 40 nt) | 754719 | 1136054 | 1139008 | 930865 | 990162 | 184742 |
| Unpassed length trimming (<16 or > 40 nt) | 652550 | 627647 | 810739 | 525044 | 653995 | 118171 |
| Sequences in analysis | 754719 | 1136054 | 1139008 | 930865 | 990162 | 184742 |

Table S1. Compilation of evaluated reads data in the process of generating miRNAs

# Supplementary material for: Comparative miRNAome analysis revealed different miRNA expression profiles in bovine sera and exosomes
**Source:** BMC Genomics. 2016 Aug 12;17:630. doi: 10.1186/s12864-016-2962-1
**Supplement:** Additional file 2: Table S2. — Excel spreadsheet containing total miRNAs expressed in sera and exosomes. Expression data for the miRNAs were normalized to RPM, and the miRNAs that were detected in at least 2 animals in each group were considered expressed in this study.

Table S2. Normalized reads of miRNomes in cattle sera and exosomes

Reads are normalized to reads per million (RPM).

# Supplementary material for: Comparative miRNAome analysis revealed different miRNA expression profiles in bovine sera and exosomes
**Source:** BMC Genomics. 2016 Aug 12;17:630. doi: 10.1186/s12864-016-2962-1
**Supplement:** Additional file 3: Table S3. — Pearson correlation of the detected miRNAs among individuals in sera.

Table S3. Pearson correlation of the detected miRNAs among individuals in serum

|  | SE1 | SE2 | SE3 | SE4 |
| --- | --- | --- | --- | --- |
| SE1 | 1.00 | 0.95 | 0.98 | 0.95 |
| SE2 | 0.95 | 1.00 | 0.94 | 0.99 |
| SE4 | 0.98 | 0.94 | 1.00 | 0.94 |
| SE4 | 0.95 | 0.99 | 0.94 | 1.00 |

# Supplementary material for: Comparative miRNAome analysis revealed different miRNA expression profiles in bovine sera and exosomes
**Source:** BMC Genomics. 2016 Aug 12;17:630. doi: 10.1186/s12864-016-2962-1
**Supplement:** Additional file 4: Table S4. — Pearson correlation of the detected miRNAs among individuals in exosomes.

Table S4. Pearson correlation of the detected miRNAs among individuals in exosomes

|  | EX1 | EX2 | EX3 | EX4 |
| --- | --- | --- | --- | --- |
| EX1 | 1.00 | 0.89 | 0.94 | 0.93 |
| EX2 | 0.89 | 1.00 | 0.98 | 0.99 |
| EX3 | 0.94 | 0.98 | 1.00 | 0.99 |
| EX4 | 0.93 | 0.99 | 0.99 | 1.00 |

How the deposited data were processed for this re-analysis (not part of the article)

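Small RNA of sera and of exosomes from 4 cows was sequenced, with 1 library per cow and sample type. The authors removed low-quality reads with CASAVA, trimmed adaptors and aligned the reads to the bovine miRNAs of miRBase with sRNAbench, each library separately. The authors deposited the values in RPM, with 1 table per library, and by the paper's formula RPM is the reads of a miRNA over the mapped reads of the library. In the tables the values of each library added up to between 999998 and 1000002, so the denominator is the sum of the miRNA reads. Of 534 miRNAs listed, 445 had reads. The sample type and the cow of each library were taken from its label, and the paper states that both sample types came from the same 4 cattle.

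The number of reads behind each value was recovered from the smallest step between the values of a library, with 100% of the values whole within rounding. The libraries held 264769 to 590162 miRNA reads in sera and 60682 to 157710 in exosomes, and 3 reads made 5.08 to 11.3 RPM in sera and 19.0 to 49.4 RPM in exosomes. No pair of libraries of one sample type differed by as little as counting noise, with chi-square per degree of freedom from 65.4 to 140 in sera and 31.2 to 85.1 in exosomes. Of the miRNAs with reads, 84 in 23 groups have the same values in every library as another miRNA of their group, and 3 groups with 6 miRNAs reach 10 reads. The numbers of sequences per library were taken from Table S1.

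A miRNA was expressed in a sample type with more than 1 RPM in at least 2 cattle, and uniquely expressed when it was expressed in 1 sample type with a mean over 5 RPM and not expressed in the other. Means over libraries were compared with exact two-sided permutation tests over all 70 assignments, and within cows with exact sign-flip tests. The separation of the sample types was tested over all 35 splits of the libraries. Depth was tested by drawing each library down to 60682 reads. The numbers of expressed and unique miRNAs and the share in common are means of 100 draws. The separation, the principal components, the clustering and the fold changes at equal depth come from 1 draw, and the separation, the first component and the limma counts were later also computed over 100 draws, a choice made after seeing the values.

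Differential expression was tested with limma (lmFit and eBayes with a trend) on log2(RPM + 1) over the 365 miRNAs expressed in either sample type, with a log2 fold change over 1 or under -1 and a Benjamini-Hochberg FDR under 0.05. The design written before the data were examined assumed read counts and named edgeR's quasi-likelihood test. The authors deposited RPM, so limma became the main test, and tests on recovered reads (edgeR with TMM, edgeR's exact test, DESeq2) are given as alternatives. On the recovered reads, edgeR's quasi-likelihood test called 6 miRNAs higher in sera and 8 in exosomes. Limma and edgeR's quasi-likelihood test were also run with the cow as a replicate block. Both limma and edgeR were tested on 20 simulated data sets in which 60 of 365 miRNAs were changed. The reads were drawn from a negative binomial model with dispersions estimated by edgeR, which is the model that edgeR assumes. There was no cow effect, and every planted change was larger than the limit on fold change. The real libraries are paired by cow, so the following rates need not hold for them. Limma found 45.0% of the changed miRNAs, and 82.0% of those with at least 10 reads in every library, with 14.0% of its calls false. EdgeR found 58.7% and 96.9%, with 7.09% of its calls false. When nothing was changed, limma called 2.65 miRNAs on average.

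The miRNAs named in the text were chosen by a rule written before the data were examined. They are the miRNAs that the paper names as measured, its reference miRNAs, and the 5 with the largest fold change past the thresholds that the paper does not name. The muscle miRNAs miR-133a, miR-133b, miR-208b and miR-499 were added afterwards, because miR-208b, miR-133a and miR-133b had the largest variance over the libraries and miR-499 is on the same list of muscle miRNAs.

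The alternatives were other limits for expression, other denominators of RPM, pseudocounts of 0.1 and 10, filters on few reads, other tests, equal depth, identical miRNAs counted once, and each library left out in turn. The tools were Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. The RT-qPCR, read length and pathway results of the paper, and the unmapped reads, were not analysed here.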

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

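The tests of the muscle miRNAs of cow 1 were chosen only after the pattern was seen. In 76 groups of 4 libraries, the distance of the farthest library from its nearest neighbour was divided by the range of the group, and 11 groups were above the limit that chance passes in about 1 of 20 groups, which would be 3.8 groups. These numbers cannot be set against each other directly, because 8 of the 76 groups are muscle miRNAs added for their values in cow 1, and miR-339a and miR-339b are 1 measurement. Without the muscle miRNAs and miR-339b, 6 of 66 groups were above the limit, where chance would give 3.3.

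Cow 1 lay above the other cows for miR-133a, with a ratio of 0.953 in sera and 0.857 in exosomes, and for miR-499, with 0.943 in sera and 0.865 in exosomes. On the log2 scale, miR-133a was at 14.41 in the serum of cow 1 against 7.43 to 7.76 in the other sera, and miR-499 at 9.08 against 4.29 to 4.57. Cow 1 was also the highest for miR-133b and miR-208b, but below the limit, with ratios of 0.743 and 0.827 in sera and 0.525 and 0.396 in exosomes. A candidate explanation is RNA released from muscle or heart into the blood of this cow. Of 7 muscle and heart miRNAs listed before the test, 4 had enough reads to be tested (miR-133a, miR-133b, miR-208b and miR-499). Their median deviation in cow 1 was 5.76 in sera and 6.29 in exosomes on the log2 scale. Of 10000 random lists matched on mean RPM, 0 in sera and 0 in exosomes had as high a median deviation, for release from muscle or heart into the blood of cow 1. The highest random values were 1.28 and 2.96. The pattern was noticed on the same miRNAs, so this test cannot settle it, and miR-1, which is also on the list, had 1 read in all 8 libraries. Muscle material taken up when the blood was drawn would give the same values, and that cannot be told apart here.

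Technical explanations of the cow 1 pattern were tested as follows. Mixing of the sera library of cow 1 into its exosome library would bring its sample types together. Over the 16 differentially expressed miRNAs the mean absolute log2 difference was 1.64 in cow 1, within the range of the other cows (1.80, 1.94 and 1.52). These miRNAs were selected for a difference that includes cow 1, so the test is weak. As the origin of the muscle values in the exosomes, mixing goes against other values. MiR-133a was higher in the exosomes of cow 1 (25279 RPM) than in its serum (21761 RPM), and added serum reads cannot raise a share above that of the serum. Nearly all exosome reads would have to be serum reads, whereas miR-328 differed by -2.94 on the log2 scale between the 2 libraries. A shift of all miRNAs alike in the cow 1 libraries, such as depth, is scaled away in RPM, so the values cannot test it. A few miRNAs taking most reads would lower the shares of most others. The median deviation of cow 1 over 128 miRNAs was 0.0015 in sera and 0.21 in exosomes on the log2 scale, so no such lowering was seen. The serum and exosome libraries came from the same blood, so they are not independent draws. The design gives no condition that sets cow 1 apart.

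The other 7 groups, 6 of them separate measurements, are spread over several libraries. The miRNA share of the sera sequences was highest in cow 2, at 10.3% against 5.31% to 5.98% in the other sera, with a ratio of 0.865. MiR-339a and miR-339b, which have identical values, were lowest in the exosomes of cow 3, with 10.30 on the log2 scale against 10.49 to 10.52 and a ratio of 0.858 for each. MiR-296-5p (0.851) and miR-16b (0.949) were lowest in the exosomes of cow 1, where 2 and 593 reads were found. MiR-23b-3p (0.913) was lowest in the exosomes of cow 2, with 9.56 against 10.80 to 10.91 on the log2 scale. MiR-10b (0.906) was highest in the serum of cow 4, with 14.94 against 14.25 to 14.31. No biological explanation was tested for these, since the design gives none, and no technical one was tested.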

How the results depend on the processing

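EdgeR's quasi-likelihood test with TMM was named as the main test before the data were examined, and became an alternative after the unit of the values was seen. Every other alternative was set before the data were examined, except the following, chosen after: the replicate block in limma, limma without a trend, miR-486 left out, the own-type list, 3 other sets for clustering, and the block and leave-outs for the shares of named miRNAs. For the 17 results that answer a comparison, 235 alternative values were computed, and 174 kept their direction and their side of the threshold, moved by less than the spread between replicates or, for counts, stayed within a factor of 1.5. Of the others, 54 moved, 6 were weaker and 1 was reversed. The numbers of miRNAs expressed in sera, in exosomes and in both, and the difference in the miRNA share of reads, stayed the same in this sense under every alternative run for them. Except where a value shows it, the cause was not tested.

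The difference in the number of expressed miRNAs (59.5) was 11.8 with more than 5 RPM as the limit, 5.91 at the depth of the smallest library and reversed to -6.5 with RPM over the sequences in analysis of Table S1. It was 59.5 within cows, where 4 pairs cannot pass 0.05. It was 47.3 to 67.3 with 1 library left out. In the same order, the share of sera miRNAs also expressed in exosomes (78.1%) was 90.5%, 89.8% and 97.5%, and 71.5% to 84.8% with 1 library left out. Depth limits both results, since exosome libraries held fewer reads. A single read made 6.34 to 16.5 RPM in exosomes and 1.69 to 3.78 RPM in sera. More than 5 RPM was therefore passed by 1 read in exosomes and not in sera, so the 11.8 and the 90.5% follow in part from an unequal limit. Over the sequences of Table S1, more than 1 RPM needed 5 to 8 reads in sera and 1 or 2 in exosomes, so the reversal and the 97.5% follow in part from an unequal limit.

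The number unique to sera (24) was 63 with at least 3 counts, 0 with RPM over the sequences of Table S1 (where none of the 24 could pass the unchanged limit of 5 RPM), 11 when 1 of the 4 cattle was enough, 55 when all 4 were needed, and 16 to 39 with 1 library left out. The number unique to exosomes (3) was 12 with more than 5 RPM, 1 with at least 3 counts, 1 with RPM over the sequences of Table S1, 1 when 1 of the 4 cattle was enough, 5 when all 4 were needed, 21.1 at the depth of the smallest library (where the limit of 5 RPM removes none, so that it stands against 4), and 1 to 6 with 1 library left out.

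The correlation of sera and exosomes (0.974) was 0.948 without the logarithm. The top 10 shares were 3.95% in sera and 7.42% in exosomes over the sequences of Table S1. Without the 10 most abundant miRNAs, the mean correlation was 0.923 among sera and 0.915 among exosomes, and as a rank correlation 0.913 among exosomes. The separation of the sample types was 44.1% with cow means removed, where 8 swaps cannot pass 0.05. The adjusted Rand index of the clustering (0) was -0.12 with a pseudocount of 10, among miRNAs with at least 10 counts and in 1 draw to equal depth, 1 with a pseudocount of 10, each miRNA scaled and complete linkage, and -0.0769 to 0.103 with 1 library left out.

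The number of miRNAs higher in sera (11) was 6 by edgeR's quasi-likelihood test with TMM, 5 by its exact test, 3 by DESeq2, 29 with the replicate block in limma, 6 by limma without a trend, 6 with miR-486 left out, 19 without the limit on fold change and 7 to 18 with 1 library left out. The number higher in exosomes (5) was 8 by the quasi-likelihood test, 8 by the exact test, 13 by DESeq2, 13 with the replicate block in edgeR, and 3 to 5 with 1 library left out. Over 100 draws to equal depth, chosen after the data were examined, limma gave 4 to 13 miRNAs higher in sera and 3 to 8 in exosomes.

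For the other 32 results, each the fold change or share of 1 miRNA, 650 values were computed. Of these, 549 were unchanged in the same sense, 59 were weaker, 25 stronger and 17 reversed. All 17 belong to miR-127, miR-744, miR-451 and miR-10b, none of which was past the thresholds of the limma test without a block. The shares of miR-191 and miR-22-3p were run with leave-outs and within cows only, so tests on reads are not in this count. Their log2 fold changes were 0.18 and 0.22 by limma and -0.029 and 0.018 by edgeR's quasi-likelihood test. By DESeq2 they were -0.16 and -0.11. With the block in edgeR, miR-10b had an FDR of 0.0406 at a log2 fold change of -0.31. The log2 fold change of miR-127 (0.20) was -0.071 by edgeR's quasi-likelihood test, -0.073 by its exact test, -0.19 by DESeq2, -0.060 with the block in edgeR, -0.087 in 1 draw to equal depth (0.19 on average over 100 draws) and -0.0072 with miR-486 left out. That of miR-744 (0.22) was -0.15 by both edgeR tests, -0.26 by DESeq2 and -0.18 with the block in edgeR. With 1 library left out, miR-127 ranged from -0.012 to 0.45 and miR-744 from -0.12 to 0.51. The difference in share ranged from -0.355 to 0.299 percentage points for miR-451 and from -0.490 to 0.0310 for miR-10b.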

Differences from the paper's values

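Of 31 values that the paper states for a measure also computed here, 8 differ. Limma with a replicate block, limma without a trend and miR-486 left out before scaling were chosen after seeing the values. EdgeR's quasi-likelihood test with TMM was named as the main test before the data were examined and was made an alternative after the unit of the values was seen. Unless marked below as chosen after, the other alternatives were set before the data were examined.

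The paper gives 95.6% as the share of the top 10 miRNAs in sera, and the value here was 56.8%. None of the alternatives closed this gap (3.95% to 57.9%). For exosomes the paper gives 96.2%, and the value here was 64.9%, which is within the factor of 1.5 used to call a difference.

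The paper reports 4 miRNAs higher in sera, and 11 were found here by limma. Of the alternatives set before, edgeR's exact test (5) and DESeq2 (3) closed the gap, and the others did not (7 to 19 miRNAs). EdgeR's quasi-likelihood test (6), made an alternative after the unit was seen, also closed it. Limma without a trend (6) and miR-486 left out (6) closed it too, and were chosen after seeing the values. Limma with the replicate block (29), also chosen after, did not. The paper reports 8 miRNAs higher in exosomes, and 5 were found here. Of the alternatives set before, edgeR's exact test (8) and an FDR limit without one on fold change (6) closed the gap, and the others did not (3 to 5 miRNAs, and 13 by DESeq2 and by edgeR with the replicate block). EdgeR's quasi-likelihood test (8), made an alternative after the unit was seen, also closed it. Limma with the replicate block (6) and miR-486 left out (6) closed it, and were chosen after seeing the values, while limma without a trend (4), also chosen after, did not.

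Of the 12 log2 fold changes in Table 3, 5 differ by more than their error. The paper gives 1.03 for miR-361 against 1.29 here, 1.19 for miR-16a against 1.44, -2.29 for miR-339a and for miR-339b against -2.02, and -1.16 for miR-92b against -0.89. Of the alternatives set before, edgeR's exact test, DESeq2 and edgeR with the replicate block closed the gap for all 5, with exact test values of 1.08, 1.23, -2.24, -2.24 and -1.12. So did edgeR's quasi-likelihood test (1.08, 1.23, -2.24, -2.24 and -1.12), made an alternative after the unit was seen. Leaving miR-486 out (1.08, 1.24, -2.22, -2.22 and -1.10) closed it too, and was chosen after seeing the values. In 1 draw to equal depth, the values were 1.22 for miR-361, which closed its gap, -2.20 for miR-339b, which closed its gap, and -1.76 for miR-339a, which did not. MiR-339a and miR-339b count as 1 measurement, but the draw took their reads separately, so this split comes from the drawing alone. Over 100 draws, a choice made after seeing the values, the means were 1.27, -2.04 and -2.04, so these values of 1 draw are within the noise of drawing (SD 0.11, 0.17 and 0.16). Limma without a trend, chosen after seeing the values, closed it for miR-361 and miR-16a through a larger error, at the same 1.29 and 1.44. Leaving out a library closed it for miR-361 (sera of cow 1 or 3, exosomes of cow 2 or 4). It also did so for miR-16a (sera of cow 3, exosomes of cow 1 or 2) and for miR-339a and miR-339b (sera or exosomes of cow 3). Without the exosomes of cow 4, miR-361 was at 1.30, farther from the paper's 1.03 than 1.29. There the gap closed through a larger error only. The replicate block in limma, the pseudocounts, the filters, identical miRNAs counted once and edgeR with library totals did not close it for any of the 5, and neither did any other library left out. EdgeR with library totals gave 1.30, 1.49, -2.02, -2.02 and -0.89, close to limma. These gaps thus went with the scaling and not with a test on reads as such.

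The paper describes the miRNAs common to both sample types as expressed in all individuals, and 211 of the 282 had reads in all 8 libraries. In Fig. 5 the paper shows sera and exosomes in separate clusters of the most variable miRNAs. Here the adjusted Rand index was 0 for the 50 most variable miRNAs. It was also 0 for the 50 drawn in Fig. 5, a set read from the figure by eye and chosen after seeing the values. An index of 1 was reached with a pseudocount of 10, each miRNA scaled and complete linkage, also chosen after seeing the values. The paper calls the uniquely expressed miRNAs highly expressed, and their means here were 5.08 to 16.4 RPM in sera and 7.30 to 8.15 RPM in exosomes. The paper lists miR-144 among markers of high proportion, and it held 0.0699% of the sera reads and 0.0326% of the exosome reads.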

Other observations

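The test of miR-486 and the dealing out of pooled reads were chosen only after results were seen, and the other tests were set before their results were seen.

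A difference in depth is a candidate explanation for the larger number of expressed miRNAs in sera. At the depth of the smallest library the difference fell from 59.5 to 5.91 miRNAs, with a two-sided p of 0.4 by the exact permutation test. At equal depth the larger number was thus not detectable, and it was higher in sera in 3 of 4 cows. When the pooled reads of each cow were dealt out at random to its 2 libraries at their own depths, 1000 times, the difference was 51.6 on average (range 41.5 to 62.8), and a share of 0.008 of the deals reached 59.5. In redraws from one shared composition per cow it was 38.3 on average, and a share of 0 reached 59.5. The redraws gave too few expressed miRNAs in sera, and PCR copies would widen the range of the deals, so these tests leave open whether depth accounts for the whole difference.

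For uniquely expressed miRNAs, depth and counting noise were tested by 2 methods. In the first, both libraries of each cow were redrawn at their own depths from one shared composition, 1000 times. As many as 24 miRNAs unique to sera appeared in a share of 0.008 of the redraws (mean 15.2, range 5 to 27). These redraws gave too few expressed miRNAs in sera, 337 against 361, so they cannot settle the question. In the second, the deals of pooled reads were used, which gave 363 expressed miRNAs in sera. In exosomes they gave more than were found, 299.5 on average and at least 288, against 286. The share of deals with as many as 24 was 0 of 1000 (mean 13.6, range 4 to 23). Counting noise at these depths thus gave 13.6 such miRNAs on average and did not give 24 in any deal. PCR copies would widen the range of the deals and were not tested, and the sample type cannot be told apart from the extraction kit. The 3 miRNAs unique to exosomes or more appeared in a share of 0.391 of the redraws and 0.407 of the deals, so their number is compatible with depth and counting noise.

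The differentially expressed miRNAs were counted again for other splits of the 8 libraries into 4 and 4. Of the 8 splits that part all 4 pairs of libraries from the same cow, 1, the real one, gave 16 miRNAs past the thresholds. The 7 others gave 0, with 2 to 16 miRNAs at an unadjusted p under 0.05 and the same limit on fold change, against 53 for the real split. With 8 such splits the share cannot fall under 0.05. Of all 35 splits, 24 part 2 pairs and 3 part none, so that they also compare cows with each other. These 27 splits gave 0 miRNAs past the thresholds, with at most 25 at an unadjusted p under 0.05. By edgeR the real split gave 14 and the other splits at most 4.

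The excess of miRNAs higher in sera over those higher in exosomes (11 against 5 by limma) may come from miR-486, which took 26.8% of the exosome reads and 15.9% of the sera reads. With miR-486 left out before scaling to RPM, 6 miRNAs were higher in each sample type, an excess of 0. Under the FDR limit alone, 13 were still higher in sera and 6 in exosomes. At an unadjusted p under 0.05 with the limit on fold change, the numbers were 37 and 10. Leaving miR-486 out lowers the log2 fold changes of the others together, so the counts past fixed limits must move this way. The counts therefore cannot single out miR-486 as the source of the excess. The median log2 fold change over the 128 miRNAs with at least 10 reads in every library fell from 0.31 to 0.11. Which other miRNAs pass the thresholds thus depends on the scaling.

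Fig. 5 of the paper draws 50 miRNAs, whose names were read from the figure by eye, so a misread name is possible. Of the 50 drawn, 17 are among the 50 most variable here, where chance would give 6.85. The median rank in variance of the 50 drawn was 92. The 3 most variable miRNAs, miR-208b, miR-133a and miR-133b, are not drawn. A possible explanation is that the drawn miRNAs are those that differ most between sera and exosomes. Of the 50 drawn, 25 were among the 50 with the smallest p of edgeR's exact test, and 16 among the 50 with the smallest p of limma. The limit set for this test was more than 25, so it is left open.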
